# Tumorigenic potential is restored during differentiation in fusion-reprogrammed cancer cells

**DOI:** 10.1038/cddis.2016.189

**Published:** 2016-07-28

**Authors:** J Yao, L Zhang, L Hu, B Guo, X Hu, U Borjigin, Z Wei, Y Chen, M Lv, J T Y Lau, X Wang, G Li, Y-P Hu

## Abstract

Detailed understanding of the mechanistic steps underlying tumor initiation and malignant progression is critical for insights of potentially novel therapeutic modalities. Cellular reprogramming is an approach of particular interest because it can provide a means to reset the differentiation state of the cancer cells and to revert these cells to a state of non-malignancy. Here, we investigated the relationship between cellular differentiation and malignant progression by the fusion of four independent mouse cancer cell lines from different tissues, each with differing developmental potentials, to pluripotent mouse embryonic stem (ES) cells. Fusion was accompanied by loss of differentiated properties of the four parental cancer cell lines and concomitant emergence of pluripotency, demonstrating the feasibility to reprogram the malignant and differentiative properties of cancer cells. However, the original malignant and differentiative phenotypes re-emerge upon withdrawal of the fused cells from the embryonic environment in which they were maintained. cDNA array analysis of the malignant hepatoma progression implicated a role for Foxa1, and silencing Foxa1 prevented the re-emergence of malignant and differentiation-associated gene expression. Our findings support the hypothesis that tumor progression results from deregulation of stem cells, and our approach provides a strategy to analyze possible mechanisms in the cancer initiation.

Investigations into cancer formation are most often focused on the accumulation of specific genetic and epigenetic alterations that alter the expression of the oncogenes and tumor suppressors regulating cell cycle, apoptosis, DNA repair, cell adhesion and signaling.^1, 2, 3^ Less often considered, the tumorigenic process can also be regarded from a standpoint of a dynamic relationship between malignant progression and cellular differentiation.^4^ During the course of development, normal stem cells differentiate into specific types of cells by exchanging and interpreting signaling molecules with the surrounding microenvironment. Accumulating evidence indicates that cancer cells may also release and receive cues from the surroundings that contribute to malignant progression.^5^ However, how tumor cell–niche interactions drive malignancy remains a critical gap in our overall understanding of the cancer process, and understanding this process has significant potential in providing new prognosis strategy for therapeutic intervention at early stages of cancer development.

Reprogramming can alter differentiation properties of adult cells, and this approach may be exploitable to reverse the malignant programming in cancer cells.^6^ Published reports documented the use of nuclear transfer by implanting the nuclei of mouse melanoma,^7, 8^ embryonic carcinoma^8^ and medulloblastoma^9^ into mouse oocytes. Although the nuclear transferred cells regained pluripotent potential, the malignant properties remained, indicating incomplete reprogramming in reproductive and therapeutic cloning with this approach.^10, 11^ Separately, defined factors OSMK (Oct4, Sox2, c-Myc and Klf4) were tested for the ability to reprogram both solid and liquid malignant tumors including chronic myeloid leukemia,^12, 13^ gastrointestinal cancer,^14^ melanoma^15^ and sarcoma cells.^16, 17^ Using the OSMK approach, late-stage cancer cells could revert back to an earlier state, bolstering enthusiasm for the discovery of new insights in cancer initiation and progression. However, OSKM-reprogrammed cells had limited pluripotency and altered tumorigenic potential during re-dedifferentiation. Moreover, the OSKM approach to promote pluripotency was effective only on a limited subset of cancer types.^18^ The shortcomings of OSMK may be due to the presence of oncongenic factors (c-Myc and Klf4) or to the intrinsic defects of the strategy.^19, 20^ Most importantly, these shortcomings hinder the use of OSKM approach to investigate tumor progression in reprogrammed cancer cells.

ES cell-induced fusion provides a more efficient and effective reprogramming strategy to test the reversibility of tumorigenic potential. In previous studies using normal adult cells, the normal cell fusion hybrids exhibited epigenetic characteristics similar to ES cells, such as reactivation of histone modifications and a DNA hypomethylation state within the *Oct4* promoter.^21, 22, 23, 24, 25, 26, 27, 28, 29^ We generated a fusion hybrid of mouse hepatoma cells and mouse embryonic stem (ES) cells previously.^30^ The resultant ES-Hepa hybrids forfeited tumorigenic properties, but the forfeiture was reversible and tumorigenic properties re-emerge upon removal of the cells from embryonic environments. We observed that H3K27 trimethylation, which was independent of H3K9 dimethylation, was an early event in the silencing of *p16*^*INK4a*^ during re-emergence of the tumorigenic profile, a finding that was supported by a number of other groups studying the progression mechanisms of hepatocellular carcinoma (HCC).^30, 31, 32^ These previous research highlighted the remarkable developmental plasticity of HCC during cancer progression and engendered two important questions. First, is developmental plasticity a ubiquitous phenomenon in all cancer progression? Second, how does lineage specification relate to cancer progression? While the reprogramming approach holds significant promise for future cancer therapies, current data also caution that partial or incomplete reprogramming can lead to a worse outcome by inducing more invasive phenotypes.^33^ Clearly, much critical knowledge remains to be learned regarding the association between the differentiation and tumorigenic phenotypes in cellular reprogramming and the molecular events driving these events.

Here, we present data showing that four cancer cell lines, each endowed with distinct lineage-differentiated characteristics, were reprogrammed by fusion with ES cells to yield ES-cancer hybrids with characteristics similar to pluripotent ES cells with diminished tumorigenic gene expression patterns. We observed that the sustainability of pluripotent ES characteristics was dependent on environmental cues. Removal of cells from embryonic culturing conditions resulted in the re-emergence of the original differentiated and tumorigenic gene expression patterns. cDNA array and RT-PCR data in malignant hepatoma progression discovered Foxa1 as a potential checkpoint regulator, affecting a network of 224 genes that might be participants for the differentiation and malignant progression. Silencing of Foxa1 inhibited the re-emergence of the malignant and differentiated pattern of gene expression. Our observations suggest that cell fusion-mediated reprogramming is a novel and potentially useful strategy for the identification and testing of molecules involved in cancer initiation and progression, with exploitable modalities for new cancer therapies.

## Results

### Generation of ES-fusion hybrids of embryonic cancer and adult cancer cells

To investigate the association between the reprogramming potential of cancer cells to their differentiation status, cancer cells of different layers and development levels were fused to ES cells that constitutively expressed RFP and hygromycin resistance, as described previously.^34^ Four cancer cell lines were used, the GFP-expressing and neomycin-resistant embryonic carcinoma cells (P19 and F9), and the adult cancer cells, Hepa1-6 and B16 (Supplementary Table S1). The cell hybrids were selected in hygromycin and neomycin for 2–3 weeks, and the resultant colonies counted to evaluate the fusion efficiency (Figure 1a). Analysis of chromosome spreads indicated that almost every hybrid line had a near-tetraploid chromosome complement of 80 (Supplementary Figure S1A). Propidium iodide (PI) analysis confirmed that the hybrids contained nearly 4*n* DNA content (Supplementary Figure S1B). Six colonies of each hybrid were picked for further analysis. All double-positive colonies that were picked had similar phenotypes and growth rates, which remained consistent even after 65 passages.

We also noted that ES-fusion hybrids of adult cancer cells (Hepa1-6 and B16) were generated at 5–10-fold less efficiently than the ES fusions of embryonic carcinoma cells (P19 and F9) (Figure 1b). Although the colonies of ES-P19 (EP) and ES-F9 (EF) hybrids had similar colony shape to those of ES-adult cancer cells (Figure 1c), colonies of both ES-embryonic carcinoma hybrids appeared much earlier than those of the ES-adult cancer cell hybrids, 10 and 16 days, respectively (data not shown), suggesting that embryonic carcinoma cells were reprogrammed more readily than adult cancer cells.

### Pluripotency phenotype is dominant over malignant phenotypes in ES-cancer hybrids

The expression of tissue-specific genes and pluripotent genes were examined in the ES-cancer cell hybrids. Similar to the parental ES cells, the pluripotency genes *Oct4*, *Nanog*, *Sox2* and *Rex1* were also expressed in the hybrids (Figure 2a). Among the ES-embryonic carcinoma hybrids, the pluripotency gene expression pattern of both EP and EF hybrids was more similar to the parental ES than to their respective parental embryonic carcinomas (Figure 2a). For the ES-adult cancer hybrids, ES-Hepa and ES-B16 (EB), both hybrids had extremely elevated expression of pluripotency genes, and these genes were not expressed at all in the parent adult cancer cell lines Hepa1-6 and B16 (Figure 2b). Moreover, expression of the liver-specific (*Ttr* and *Alb*) and melanin-specific genes (*tyrosinase* and *Trp-1*), abundantly expressed in the parent adult cancer cells, decreased significantly in the hybrids (Figure 2b).

To document further the reactivation of the silenced *Oct4* in cancer cells upon hybrid formation, we measured the allelic expression of *Oct4* by RNA-fluorescence *in situ* hybridization (RNA-FISH). The four dots per nuclei signals were obvious in the ES-cancer hybrids, but absent in the parental cancer cells, demonstrating reactivation of the silenced *Oct4* upon fusion to ES cells (Figure 2c). Moreover, CpG islands in the promoter region of *Oct4* gene were unmethylated in the transcriptionally active *Oct4* of the ES and ES-cancer hybrids, but methylated in the silenced *Oct4* of the adult cancer cells, further supporting that the reactivation of the silenced pluripotent gene (Figure 2d). Thus, all four distinct cancer cells types from four different origins could be reprogrammed to the pluripotent status by fusion with ES cells.

To assess if the pattern of tumor gene expression in the parental cancer cells could be returned to a comparatively benign states, we analysed the expression of two tumor suppressors (*p19*^*ARF*^ *and p16*^*INK4a*^) and two oncogenes (*Bcl2 and C-fos*). For the tumor suppressor genes, ES-fusion brought about normalization of *p19*^*ARF*^ *and p16*^*INK4a*^ levels, from undetectable levels in the adult cancer cells (Hep1-6 and B16) or from comparatively high levels in the embryonic carcinomas (P19 and F9) (Figure 2e). For the oncogenes, ES-fusion virtually extinguished the expression of both *Bcl2 and C-fos* in the adult cancer cells (Hepa1-6 and B16), as well as in the embryonic carcinomas (P19 and F9) (Figure 2e). Taken together, these observations point to reprogramming of the cancer cell gene expression patterns to the pluripotent status upon fusion to the ES cells.

### Differentiation accompanies malignant progression in ES-cancer cell hybrids

ES cell differentiation is controlled by epigenetic modulations responding to autocrine and paracrine delivery of signaling molecules. Malfunctioning epigenetic controls can result in improper cellular responses to environmental cues, leading to abnormal differentiation programs. First, to examine the relationship between tumorigenic potential and differentiation status, ES and ES-cancer hybrids were differentiated *in vitro* into embryonic bodies for 3, 5, 7 and 9 days (Figure 3a). As shown in Figure 3b, tumor suppressor *P16* ^*INK4a*^ and *Mgmt* expression were downregulated gradually upon differentiation, whereas expressions of oncogenes such as *C-fos*, *Bcl2*, *p21*, *C-jun*, *Fas* and *Bmi1* were upregulated (Figure 3b). These results suggest that induction of the ES-cancer cell hybrids to differentiation restores tumor gene expression. The pluripotent gene panel, including *Oct4*, *Sox2* and *Rex1*, was also examined (Figure 3c). Upon differentiation, *Oct4* expression remained high when compared with the other two pluripotent-related genes, suggesting that ES-cancer hybrids retained vestiges of a ‘stemness state' (Figure 3c), consistent with the previous report that *Oct4* was involved in the expression pattern of ‘cancer stem cells' and its expression is correlated with advanced tumor grade.^35^ Tissue-specific genes were also examined, including the hepatic marker *Alb*, *the* melanin marker *tyrosinase* and ectoderm and mesoderm markers by RT-PCR. The results support the idea that differentiation potential was retained in the ES-cancer hybrids. For the adult cancer cell hybrids, ES-Hepa and EB, *in vitro* differentiation led to the re-emergence of cancer cell tissue-specific expression phenotype (Figure 3c). The precise expression patterns of each ES-cancer differ may vary depending on the different genetic origins of the individual parental cancer lines. Nevertheless, these results showed the association of tumor-related gene expression with the differentiation status of the cancer cells.

### Differentiation-related tumorigenic transcriptome in ES-cancer hybrids

Global expression profiles among the ES cells, Hepa1-6, ES-Hepa hybrids and differentiated ES-Hepa hybrids at days 7 and 14 postinduction were examined comparatively. 

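The files hold 5 arrays, 1 per condition. They cover ES cells of the line E14, undifferentiated ES-Hepa hybrids (EHe), EHe differentiated for 7 days (EHeD7) and for 14 days (EHeD14), and Hepa1-6, a mouse hepatoma line. With 1 array per condition there was no replicate error, so differences between conditions are given without a p-value. Their number limits the precision. Each array was read in 1 channel. For every spot the authors deposited the signal intensity that the scanner software had corrected for background and detrended, without normalization between arrays. Each array held 43379 spots for 41174 gene probes, and 245 of these probes were printed 10 times. The median SD of the log2 signal between repeated spots ran from 0.10 in EHeD7 to 0.15 in ES, which measures spot noise only. The scanner software called 62.1% of probes well above background in ES, 56.9% in EHe, 67.6% in EHeD7, 63.6% in EHeD14 and 54.8% in Hepa1-6. Signals were put on the log2 scale and each array was shifted by its 75th percentile, which lay between 1084 in ES and 1445 in Hepa1-6. The 30030 probes well above background on at least 1 array were kept. A fold change against an array on which a probe was not well above background is a lower bound, computed at that array's lowest signal called well above background. Counts of probes past a fold use the signals as measured, dim ones included. The 4 arrays other than Hepa1-6 were hybridized on 1 slide and Hepa1-6 on another, so that the slide and the Hepa1-6 line cannot be told apart. ES and EHe were grown with leukemia inhibitory factor, while by the labels the differentiated hybrids and Hepa1-6 were grown in high-glucose medium with fetal calf serum, so the medium changed together with the cell state. The labels and the paper differ on 3 points. For differentiation the labels give a monolayer in that medium, and the paper gives embryoid bodies in DMEM/F12 with serum replacement. The paper does not state that the array samples were differentiated in this way. The labels give Cy3 as the dye and the paper Cy5.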

Pearson's correlation analysis showed undifferentiated ES-Hepa hybrids clustered with ES cells, but separated from the differentiated ES-Hepa hybrids and Hepa1-6 cells (Figure 4a). 

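Pearson's r was computed across the probes of each pair of arrays, and probes are not independent replicates. ES and EHe had r = 0.956. ES had r = 0.917 with EHeD7, 0.916 with EHeD14 and 0.772 with Hepa1-6. In average-linkage clustering on r, EHe joined ES before either joined another array. The r of EHe with ES exceeded its r with Hepa1-6 by 0.176. Of the alternatives, keeping only the probes over 3-fold from Hepa1-6 in each other array and centring each on its median moved this difference most, to 0.800. This filter keeps the probes on which Hepa1-6 stands apart from every other array, which by construction pulls r with Hepa1-6 down. The 0.800 is therefore no added evidence that EHe resembles ES.

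**Figure D1:**
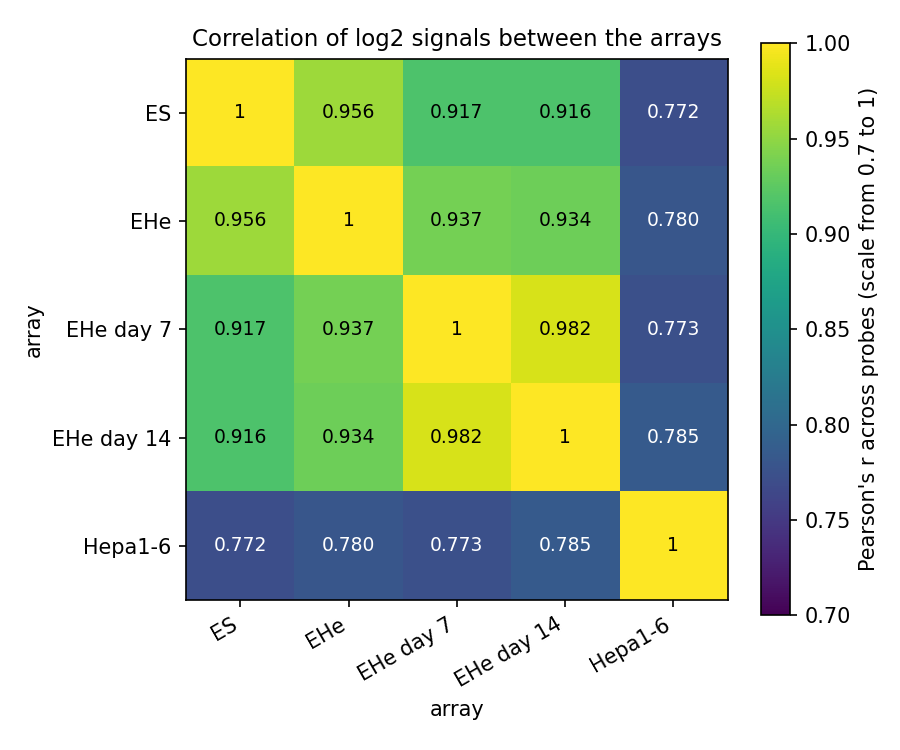
Pearson's r between each pair of the 5 arrays across the 30030 probes, with the arrays on both axes and r written in each cell. The color scale runs from 0.7 to 1, and the 4 values with Hepa1-6 lie between 0.772 and 0.785, below every other pair.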

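Across all probes kept, EHeD7 had r = 0.937 with EHe and 0.773 with Hepa1-6. For EHeD14 these values were 0.934 and 0.785. The r with EHe was thus higher by 0.164 at day 7 and by 0.149 at day 14. EHeD7 and EHeD14 joined first in the clustering, at r = 0.982, then joined the pair of ES and EHe at a mean r of 0.926. Hepa1-6 joined last, at 0.778. When each probe was centred on its median over the arrays, the difference at day 14 changed sign to -0.061, while at day 7 it was 0.107. Both r values of EHeD14 were then negative, -0.254 with EHe and -0.193 with Hepa1-6. In the clustering of these centred values Hepa1-6 joined ES and EHe at -0.137 and the differentiated pair joined last at -0.235. With the centred probes restricted to those over 3-fold from Hepa1-6 in each other array, the difference was -0.010 at day 14, and Hepa1-6 joined last. As this filter pulls r with Hepa1-6 down, that order decides little.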

At the same time, differentiated ES-Hepa hybrids clustered with Hepa1-6 cells. 

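In the undifferentiated hybrids, 2815 of 30030 probes (9.37%) lay over 3-fold from ES, whereas 11936 probes (39.7%) lay over 3-fold apart between ES and Hepa1-6. Supplementary Table S2, which lists 68 entries for 54 gene symbols and so only part of the tumorigenesis-related genes, was matched to 59 different probes. EHe was within 3-fold of ES in 64 of the 68 entries. The median absolute log2 difference was 0.59 between EHe and ES and 4.18 between EHe and Hepa1-6. In the paper's ratios every entry lies over 3-fold from Hepa1-6 in both ES and EHe. The large distance from Hepa1-6 therefore follows from which entries the table holds and is no evidence by itself. The 1532 probes over 10-fold higher in Hepa1-6 than in ES had a median EHe minus ES log2 difference of 0.40, against 0.06 for spot noise alone in a simulation with the shared ES array. Of these, 84.9% were within 3-fold of ES in EHe and 2.81% within 3-fold of Hepa1-6. The median of 0.40 changed sign to -0.18 when the background was corrected by the normexp method. With dim values raised to each array's lowest signal called well above background, it was 0.58. That is only the gap between these limits, -5.42 in ES and -4.84 in EHe. The median probe was thus at the limit on both arrays, and 0.40 is not a measured difference. Among probes well above background on all 5 arrays the median was 0.21. The 2722 probes over 10-fold higher in ES than in Hepa1-6 had a median of -0.39, against -0.02 for spot noise alone. Of these 2722, 75.9% were within 3-fold of ES in EHe and 9.55% within 3-fold of Hepa1-6.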

When the ES-Hepa hybrids were kept in an undifferentiated state, the pattern of tumorigenic gene expression was similar to that of the ES cells. When induced to differentiate, the ES-Hepa hybrids acquired gene expression profiles with strong similarity to that of Hepa1-6 cells (Supplementary Table S2 and Supplementary Figure S2). 

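The change on differentiation was set against the Hepa1-6 minus ES difference of the same probe, a comparison in which no array is shared. The least-squares slope was 0.0650 at day 7 and 0.0909 at day 14, where a slope of 1 would be a full move from the ES to the Hepa1-6 level. The r across probes was 0.132 and 0.180. Restriction to the 19642 probes well above background on all 5 arrays gave the largest slopes, 0.134 at day 7 and 0.148 at day 14. The smallest, 0.0455 and 0.0784, came without a filter on dim probes. The 1532 probes over 10-fold higher in Hepa1-6 stood at a median of 0.74 above ES at day 7 and 0.88 at day 14 on the log2 scale. Of them, 11.0% and 10.9% lay within 3-fold of Hepa1-6. For the 2722 probes over 10-fold higher in ES, the medians against ES were -0.56 and -0.64. Of these, 13.3% and 14.8% lay within 3-fold of Hepa1-6.

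**Figure D2:**
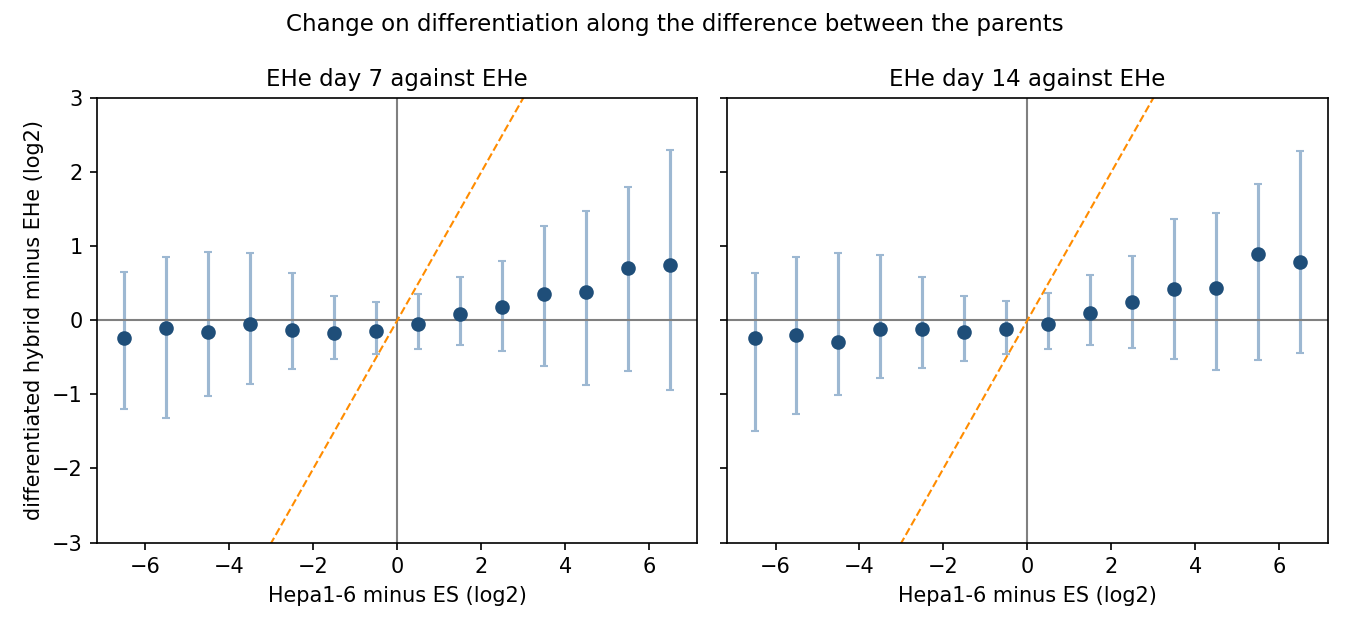
Log2 change from EHe to the hybrids at day 7 and day 14 (vertical axis) by the log2 difference Hepa1-6 minus ES (horizontal axis, bins of 1 from -7 to 7, 653 probes outside). Points are bin medians, bars run from the lower to the upper quartile over probes and the dashed line is a slope of 1. The median at day 14 is -0.24 in the lowest bin and 0.79 in the highest.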

Microarray data revealed numerous changes in the expression of cancer-related genes upon differentiation of the ES-Hepa hybrids, where 643 out of 29 153 annotated genes were found to be upregulated in differentiated ES-Hepa hybrids, and 801 genes were downregulated (fold change >3, *P*<0.01, *t*-test) upon differentiation. 

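At both days against EHe, 1883 probes were over 3-fold higher and 1043 over 3-fold lower, which covers 1350 and 678 gene symbols. EHe was not well above background in 1001 of the 1883 higher probes, so the size of these rises is uncertain. With dim values raised to each array's lowest signal called well above background, the counts were 1236 and 880. Spot noise alone gave a median of 37 and 35 probes in simulations. Since both days are compared with 1 EHe array, their changes share its noise: they had r = 0.868 across probes, against 0.502 for spot noise alone. Of the alternatives chosen in advance, the one that moved these counts most, as a ratio, was an equal-variance t-test at p under 0.01 with a fold over 3, taking EHeD7 and EHeD14 as one group and ES and EHe as the other. It gave 422 and 188 probes, and no probe passed after Benjamini-Hochberg adjustment. The paper names undifferentiated and differentiated hybrids in its contrast without giving the arrays, and the grouping here adds ES. These groups hold different conditions and are not replicates. Among the 1883 higher probes, 33.1% (Wilson interval 31.0 to 35.2%, counting error only) were over 3-fold higher in Hepa1-6 than in ES and 33.0% over 3-fold lower, against 14.5% and 25.2% of all probes. Among the 1043 lower probes, 59.0% (56.0 to 61.9%) were over 3-fold lower in Hepa1-6 and 10.3% over 3-fold higher. The named probes were ranked on their signals whether or not these were well above background, so the order among the largest changes is uncertain. The 5 ranked highest for a rise, Fgf5, Psmb8, Fst, Enpp2 and Cxcl12, were not well above background in EHe and rose at least 226-, 314-, 92.3-, 76.1- and 104-fold at day 14. Inhbb was 140-fold lower at day 14, and the other falls ranked highest were in Nek11, Rec114, Eif2s3y and Ak7, of at least 36.1-, 212-, 28.6- and 212-fold. Of the genes the paper names, Cdkn1a was 4.81-fold higher at day 14 than in EHe, Jun 3.50-fold, Fos at least 3.72-fold and 1 Fas probe 11.5-fold. The better detected of 2 Bcl2 probes was 4.84-fold higher. The 2 Bmi1 probes were 4.97- and 5.26-fold lower at day 7, and at day 14 one was 1.53-fold higher and the other 4.86-fold lower. Cdkn2a was 2.11-fold lower at day 14.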

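Supplementary Table S2 gives each entry as a ratio to Hepa1-6. In the paper's ratios all 68 entries lie over 3-fold from Hepa1-6 in ES, EHe, EHeD7 and EHeD14, 46 of them lower and 22 higher. Re-computed from the signals, 65 entries met this, and after quantile normalization all 68 did. With that normalization all 4 ratios of 61 entries were within 0.05 of the paper's on the log2 scale. Across all probes kept, 2652 were over 3-fold higher in Hepa1-6 than in each of the other 4 arrays and 4003 over 3-fold lower. This split depends on the scaling: with each array centred on its median the counts were 4560 and 2414, and that scaling moved the median Hepa1-6 minus ES log2 difference of all probes from -0.39 to 0.38.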

To identify which among the differently expressed genes contribute to tumorigenesis, 558 tumorigenesis-related genes were classified into seven groupings corresponding to pathways in cancer: cell cycle, apoptosis, cytokine cytokine receptor interaction signaling pathway, MAPK signaling pathway, TGF*β* signaling pathway, p53 signaling pathway and Esrb signaling pathway (Figure 4b, Supplementary Table S2 and Supplementary Figure S2). 

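The distance of each Table S2 entry from Hepa1-6 on the log2 scale was compared with its distance in EHe. At day 7, 56 of 68 entries were nearer to Hepa1-6 than in EHe, and at day 14 there were 59. At both days 54 entries were nearer and 7 farther. The median share of the gap closed was 19.8% at day 7 and 23.7% at day 14. Of the entries, 2 lay within 3-fold of Hepa1-6 at day 7 and 3 at day 14. In the paper's ratios every entry of the table lies over 3-fold from Hepa1-6 at both days, so the entries cannot show whether other genes returned to its level. The pathways, whose entries overlap, differed in the median share closed at day 14. It was 35.6% for 12 apoptosis entries, 35.2% for 7 TGF beta signaling entries, 43.9% for 7 Esrb signaling entries and 23.0% for 11 cytokine receptor entries. It was 16.3% for 8 cell cycle entries, 10.1% for 14 MAPK signaling entries and 17.9% for 9 p53 signaling entries. Tgfb1, measured well above background on every array, closed 51.6% of its gap at day 7 and 55.7% at day 14. Ccnd1 moved away from Hepa1-6, with -37.9% at day 14. EHe was not well above background in 20 entries and Hepa1-6 in 19, and for these the share is uncertain.

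**Figure D3:**
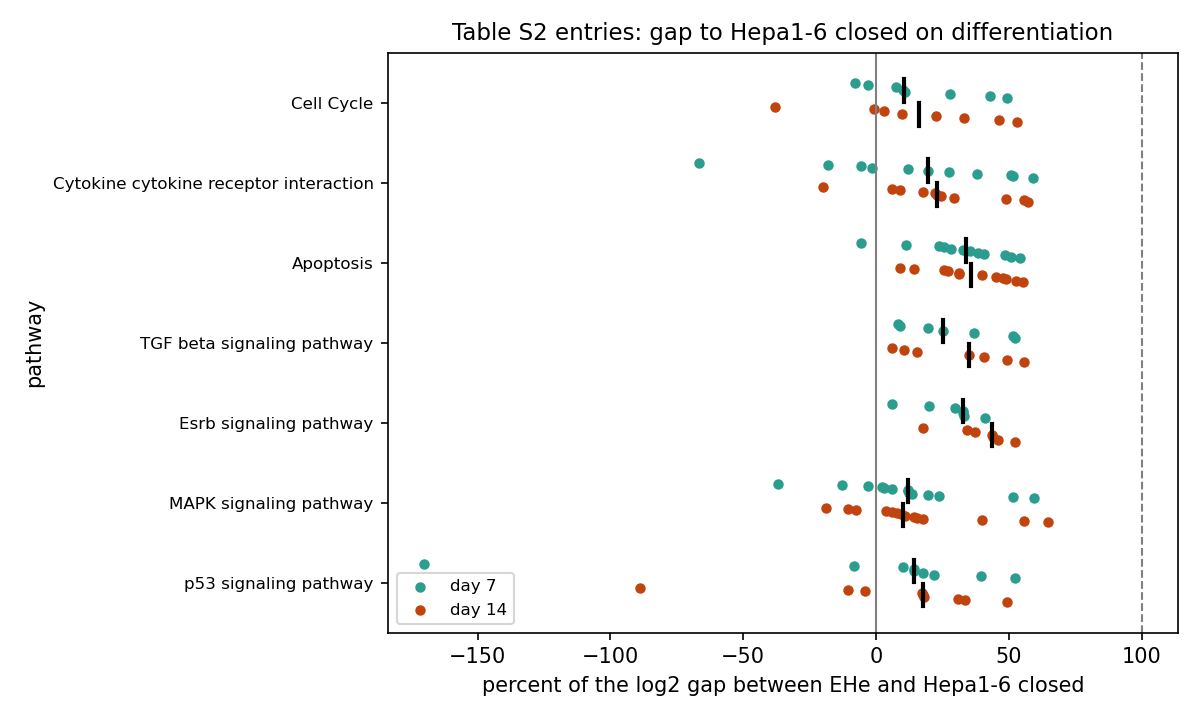
Percent of the log2 gap between EHe and Hepa1-6 closed at day 7 and day 14 (horizontal axis) for the 68 Table S2 entries, by pathway (vertical axis). Each point is an entry, black bars are medians, the solid line is the EHe level and the dashed line the Hepa1-6 level. The highest point is 64.9% at day 14.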

When the ES-Hepa hybrids were induced to differentiate *in vitro*, the genes in these pathways generally showed a re-emergence of the parental Hepa1-6 patterns of expression, but in general they did not return to the same expression levels as in the Hepa1-6 cells after 7 and 14 days (Supplementary Table S2 and Supplementary Figure S2). Moreover, the individual ES-Hepa hybrids expressed relatively variable levels of expression of these genes, even in the undifferentiated state. Therefore, at days 7 and 14 of differentiation, the gene expression pattern may reflect an intermediate stage to the final tumorigenic end point represented by the Hepa1-6 cells. Despite these minor variations, an association of the cancerous pattern of gene expression in the ES-Hepa hybrids with differentiation status was demonstrated by the transcriptome analysis.

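EHeD7 and EHeD14 were close to each other. Of all probes kept, 833 (2.77%) were over 3-fold apart between them. Over the Table S2 entries the median absolute log2 difference between the 2 days was 0.26, and 42 entries were nearer to Hepa1-6 at day 14 than at day 7. Across the 10779 probes over 3-fold apart between EHe and Hepa1-6, the median share of the gap closed was 11.5% at day 7 and 12.9% at day 14. Of these probes, 63.0% and 64.9% were nearer to Hepa1-6 than EHe was. This comparison uses the EHe array on both sides, so spot noise alone moves some probes that way. From pathway genes that moved toward Hepa1-6 without a return to its levels, the paper proposes that the pattern at days 7 and 14 may reflect an intermediate stage.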

Foxa1 has long been recognized as a factor for the formation of foregut definitive endoderm (DE) cells and further liver bud development by decompacting chromatin and repositioning nucleosomes.^36, 37^ Recently, Foxa1 has been found to exert a dominant role in male HCC development by recruiting androgen receptor (AR) to its binding sites.^38^ To understand the regulatory function of Foxa1 in activation of the tumorigenesis, 667 Foxa1/AR dual-associated targets^38^ were intersected with the 558 differently expressed genes in the differentiated ES-Hepa hybrids group. We found that 40% (224/558) of the differently expressed genes were targets of Foxa1/AR binding genes (Figure 4c), indicating enhanced regulation of Foxa1 during carcinogenesis. Among the 224 genes, 6 genes that bound at the promoter region and 11 genes bound at the transcriptional enhancer region exhibited malignant expression levels after being differentiated as verified by qRT-PCR (Figure 4d). To determine whether Foxa1-binding affects gene expression of the targets identified by ChIP-Seq, we knocked down Foxa1 in ES and ES-Hepa hybrid cells by siRNA. As shown in Figure 4e, Foxa1 expression at the RNA and protein levels was decreased in both the differentiated ES and ES-Hepa hybrid cells at day 14. We focused on three oncogenes (Tgfa, Junb and Egfr) that bound Fox1 at both the promoter region and the intron enhancer region, and one tumor suppressor gene (*p16*^*Ink4a*^) that is not directly related to Foxa1. Knockdown of Foxa1 resulted in a significant decrease in the expression of Tgfa and Egfr and an increase in the expression of *p16*^*Ink4a*^, while the expression of Junb remained unchanged. Taken together, these findings support the idea that the identified Foxa1-binding sites are participants in malignant progression in our cancer initiation model of hybrid cell differentiation.

### *In vivo* tumorigenic potency of ES-cancer hybrids re-emerges after transplantation

To exclude the possibility that increased tumorigenic potential might be acquired simply by fusion to ES cells, a normal lymphocyte was also fused to ES. ES cells, ES-lymphocyte and ES-cancer cell hybrids were injected subcutaneously into immune-deficient nude mice and teratoma formation was monitored. The teratoma growth rate of ES-lymphocyte cell hybrids was similar to that of the native ES cells (4 weeks) (Table 1). On the other hand, the teratomas derived from ES-cancer cell hybrids were distinct from those of ES cells and ES-lymphocyte hybrids by both rate of tumor formation and the percentage of immature tissues (Table 1). First, the rate of tumor formation (2 weeks) of all ES-embryonal carcinoma (EC) cell lines was quite similar to that of the parental EC lines F9 and P19, which was much faster than the rate of ES cells and ES-lymphocyte cell hybrids (Table 1). The rate of the formation of visible teratomas was also much faster (2 weeks) for the ES-Hepa and EB hybrids compared with the ES cells (4 weeks) and the adult cancers (4–5 weeks), which showed a tumor growth rate similar to EC and ES-EC cell hybrids (2 weeks) (Table 1). Second, the hematoxylin and eosin staining of the teratomas showed that EP cells had the same limited differentiation ability to form immature neuroepithelium marked by rosette formation as P19 cells (Figures 5c and d). Similar results were also found in the histology analysis of tumors derived from EF hybrids, and teratoma tissues from EF were similar to those derived from the parental F9 cells, which were totally undifferentiated cells with deformed, enlarged nuclei and less cytoplasm (Figures 5e and f). The tumors derived from ES-Hepa hybrids exhibited enhanced differentiation ability because all three layers – including cartilage, adipose tissue, glial cells and mature epithelial cells – were observed in the teratomas, unlike the homogeneous hepatoma tumors of Hepa1-6 (Figure 5g). However, the tumors derived from ES-Hepa cells were also dissimilar to teratomas derived from ES cells and ES-lymphocyte hybrids (Figures 5a and b), as exemplified by the much higher percentage area of undifferentiated cells in tumors derived from ES-Hepa hybrids, compared with ES cell-derived tumors (80% and 20%, respectively), and the presense of obvious cancer nests in the ES-Hepa-derived tumors (Figure 5h). Furthermore, spontaneously differentiated tumors from EB hybrids contained three germ layers, but >70% of the tumor's area established typical melanoma tissue types of undifferentiated cells with hyperchromic nuclei and melanin granules (Figures 5i and j). These observations demonstrate that ES-cancer cells are capable of differentiating, and differentiation is associated with the restoration of tumorigenic potential.

## Discussion

In this study, two adult cancer lines (mouse Hepa1-6 and B16) and two EC lines (mouse P19 and F9) were fused with mouse ES cells to investigate how tumorigenic potential of cancer cells can be influenced by differentiation status. These cancer cell lines were selected to examine several different aspects driving tumorigenic potential. First, different epigenetic regulations exist in embryonal and adult cancer cells. In EC cells, for example, the promoters of some tumor suppressor genes are epigenetically repressed to lesser degrees than in adult cancer cells.^6^ Therefore, tumorigenic potential of the EC cells may be more likely to be lost completely and cannot re-emerge during the subsequent differentiation course. Second, hepatoma cells and melanoma cells are typical malignant tumors that endanger lives of millions of people. Different from EC cells, these hepatoma and melanoma cells have genetic, in addition to epigenetic, irregularities. Therefore, comparative analysis of the molecular pathways of tumorigenesis of the two cancer types can provide insight into prognosis strategies. In the present research, these cancer cell lines were fused with ES cells, and all ES-cancer cell hybrids showed similar pluripotent gene expression levels and cell growth rates. However, colony formation time of ES-EC cell hybrids was shorter than that of ES-adult cancer cell hybrids, and the number of the double-resistant and dual-fluorescent colonies of ES-EC cell hybrids was much higher compared with that of the ES-adult cancer cell hybrids. This observation supports the findings of previous studies which demonstrated that the differentiation status of somatic cells was a critical parameter affecting the fusion rate.^39^

Previous studies have shown that ECs and melanomas can be reprogrammed by nuclear transfer. Tumorigenic potential, although initially silent, can re-emerge later upon induction of the nuclear transferred ES cells to differentiate.^7, 8^ In this study, we observed the similar outcomes. The phenomenon of reacquisition of tumorigenic phenotypes may be the result of bidirectional cellular communication with the surrounding microenvironment. This idea is supported by recent findings that embryonic microenvironments can alter aggressive cancer malignancy by reducing tumorigenesis and metastasis.^40, 41, 42, 43^ Therefore, one can suggest that alterations of the microenvironment, such as inflammation, may have an important role in tumorigenesis.

Our observations also support the claim that the differentiation status of cancer cells is important in tumor development. We have exploited the relationship between cancer cells and their microenvironment, within which the differentiation status of the cancer cells is controlled by epigenetic modulations in response to autocrine and paracrine delivery of signaling molecules. Our data showed that bidirectional communication with the microenvironment is related to progression and development of the cancer cell. These findings have promising implications, suggesting that an embryonic microenvironment can silence tumorigenic phenotypes, while a differentiation environment pushes reacquisition of the ‘tumorigenic program'.

More important, the reprogrammed adult cancer cells preferred to recapitulate the original linage and malignant program during the self-differentiation course, suggesting that factors that are responsible for linage development might have a relationship with the linage-related tumorigenic program.^44^ During liver development, *Foxa1/2* transcription factors establish competence by opening compacted chromatin structures within liver-specific target genes and the onset of hepatogenesis.^36, 37^ In cancer, *Foxa1* is amplified and overexpressed in esophageal,^45^ lung,^46^ prostate^47^ and breast cancers,^48^ suggesting an oncogenic potential in the epithelial cancers. More interestingly, *Foxa1* and *Foxa2* cooperate with AR to promote diethylnitrosamine-induced hepatocarcinogenesis in male mice.^38^ In the present study, we tested Foxa1 tumorigenic potential in ES-Hepa hybrid differentiation, and our data suggest participation of Foxa1 in the tumorigenic program by contributing to cancer progression. Knockdown of Foxa1 resulted in increased expression of tumor suppressor genes and concomitant decreased expression of oncogenes. Further investigations into the analysis of molecular interaction within the overall ‘tumorigenic program', as performed for the *Foxa1* shown in our data, should allow identification and testing of additional potential candidate molecules involved in cancer development and progression.

## Materials and Methods

### Cell lines

E14 ES cells were cultured in Glasgow minimum essential medium (GMEM) (Gibco-BRL, Grand Island, NY, USA) supplemented with 10% knockout serum replacement (KSR; Gibco), 1% fetal bovine serum (Hyclone, Logan, UT, USA), 1 × penicillin/streptomycin/glutamine, 1 × nonessential amino acids (Gibco-BRL), 0.1 mM 2-mercaptoethanol, 1 mM sodium pyruvate and 1000 U/ml leukemia inhibitory factor (ESGRO; Chemicon, Temecula, CA, USA). EC cell P19 and F9 cell lines (passages unknown) were grown on gelatin-coated (0.1% in phosphate-buffered saline (PBS)) dishes in standard EC cell medium, which is high-glucose Dulbecco's modified Eagle's medium (DMEM) (Gibco-BRL, Gaithersburg, MD, USA) supplemented with 10% fetal calf serum (FCS; Gibco-BRL), 1% penicillin/streptomycin/glutamine and 1% nonessential amino acids (Gibco-BRL). The mouse hepatoma cell line Hepa1-6 and the melanoma B16 line were cultured in high-glucose DMEM (Gibco-BRL) containing 10% FCS (Gibco-BRL) and 1% penicillin/streptomycin/glutamine. Thymocytes collected from 6–8-week-old GFP transgenic mice were passed through an 18-gauge needle several times to create single-cell suspensions.

### Generation of transgenic cell lines

To generate transgenic mouse ES cell lines, cells were transduced with replication-incompetent lentiviral vector with a hygromycin resistance gene and an RFP gene, driving by an EF-1*α* promoter. At 48 h after viral transduction, hygromycin B (Invitrogen, Shanghai, China) was added to the medium at a concentration of 25 *μ*g/ml for 2 weeks. Following drug selection, individual colonies were picked and expanded into lines. To generate drug-resistant cancer cells, F9, P19, B16 and Hepa1-6 cells were transfected with a neomycin resistance gene and a GFP gene using a transient transfection kit. At 48 h after viral transduction, neomycin (Gibco) was added to the culture medium at a concentration of 100 *μ*g/ml, and individual colonies were picked at day 14 and expanded into lines. The EF-1*α* promoter system was chosen to establish a robust, constitutive and long-termed lentiviral expression system.^49, 50, 51^ All established hybrid lines remained double fluorescence-positive for >65 passages *in vitro*.

### Cell fusion

For PEG fusions, cells of each type (generally 5 × 10^6^) were combined in serum-free GMEM in a conical tube, pelleted and the supernatant was aspirated. The pellet was broken by gentle tapping, and 1 ml of 50% (w/v) PEG 1500 (Roche Diagnostics, Basel, Switzerland), prewarmed at 37 °C, was gently added. The cells were incubated in the 50% PEG solution for 1 min with occasional stirring. Then, 1 ml of medium was added over a period of 1 min. Subsequently, an additional 3 ml of medium was added, the cells were spun down and the supernatant was discarded. The pellet was resuspended in complete ES cell medium and plated. Selection was applied after 48 h using hygromycin (200 mg/ml) and neomycin (100 mg/ml). Ten days after drug selection, ES cell-like colonies were picked and expanded under standard conditions. Immediately after selection, ESC-adult cancer cell hybrids, including EHe and EB colonies, had three different phenotypes: flat and not compact (80–85% in EHe and <30% in EB), fibroblast-like (15% in EHe and >70% in EB) and ESC-like (1–5% in EHe and 1% in EB) (data not shown). However, only the colonies with ESC-like shapes survived beyond the second passage, whereas the rest underwent cell cycle arrest and death. All the ES cell-like colonies were derived from individual fusion hybrids, which were individually picked under standard conditions. Upon serial passaging, all surviving colonies became uniform in appearance and had growth rates similar to ESCs.

### Karyotype analysis

A 25-cm flask at 60% cell confluence was treated with 0.04–0.1 *μ*g/ml colchicine for 3 h. Cells were recovered by trypsinization and treated with hypotonic (0.56% (w/v)) KCl solution for 15 min. The cells were centrifuged at 500 r.p.m., fixed by washing three times in fresh fixative (3 : 1 methanol : acetic acid) and dropped onto clean glass slides. The slides were air dried, stained with 4', 6-diamidino-2-phenylindole (DAPI) and observed under a microscope.

### FACS analysis

For analysis of DNA content, cells in a 10-cm dish were trypsinized, washed in PBS and fixed with 70% ethanol at 4 °C for 30 min. Next, RNase A was added to 500 *μ*l PBS at a final concentration of 20 *μ*g/ml, and the cells were incubated in this solution at 37 °C for 30 min. The cells were centrifuged at 1500 r.p.m. for 5 min, and the supernatant was discarded. Next, propidium iodide (PI) was added to 500 *μ*l of PBS at a final concentration of 50 *μ*g/ml, and the cells were incubated in this solution in the dark at room temperature for 30 min. Next, the cells were centrifuged at 1500 r.p.m. for 5 min, the supernatant was discarded and the cells were resuspended in 0.5 ml of PBS. Finally, the stained cells were analyzed with FACSCalibur (Becton, Dickinson and Company, Shanghai, China).

### RNA extraction, cDNA synthesis and qPCR

For real-time quantification of gene expression, RFP and GFP double-positive cells were sorted by FACS directly into RLT buffer (Qiagen GmbH, Shanghai, China), and the RNA was extracted using RNeasy microcolumns (Qiagen GmbH) according to the manufacturer's instructions. Random hexamer-primed first-strand cDNA was prepared with a SuperScript III Reverse Transcriptase Kit (cat. no. 18080-051; Invitrogen) according to the manufacturer's instructions. Real-time PCR was performed using the Bio-Rad MiniOpticon Real-Time PCR System (Bio-Rad, Shanghai, China) in a two-step RT-PCR. All RNA samples were treated with DNAse I (Takara, Dalian, China) to remove genomic DNA contamination. cDNA was synthesized with M-MLV reverse transcriptase (Promega, Madison, WI, USA) according to the instructions in the manual. Mouse-specific sequences for PCR primers were designed to generate amplicons of 150–250 bp required for real-time PCR detection using iQ SYBR Green Supermix (Bio-Rad). The mRNA abundances were determined by normalization of the data to the expression levels of glyceraldehyde-3-phosphate dehydrogenase mRNA. The primers used for PCR were in Supplementary Material.

### Bisulfite sequence analysis

Bisulfite treatment was performed with the EpiTect Bisulfite Kit (Qiagen, Shanghai, China; cat. no. 59104) according to the manufacturer's recommendations. For bisulfite sequencing of the mouse Oct4 promoter, primers were designed: outside forward, 5′-GAGGATTGGAGGTGTAATGGTTGTT-3′ outside reverse, 5′-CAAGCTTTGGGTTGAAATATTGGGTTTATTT-3′; inside forward, 5′-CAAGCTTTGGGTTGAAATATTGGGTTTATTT-3′; inside reverse, 5′-CGGATCCCTAAAACCAAATATCCAACCATA-3′. Amplified products were cloned into pCR2.1 -TOPO (Invitrogen). Ten randomly selected clones were sequenced with M13 forward and reverse primers.

### RNA-FISH

For RNA-FISH, a 559 bp RNA-FISH probe for nascent Oct4 transcripts was derived with the primers 5′-ATGGCTGGACACCTGGCTT-3′ and 5′-GCCTTCGCTCAGTTTCTCAT-3′, which were designed from Primer Premier 5 and Oligo 6. Then, another PCR was performed by adding the T7 promoter primer to the sense primer and the SP6 primer to the antisense primer from the previous reaction. The PCR product was purified with the Mini-DNA fragment Rapid Purification Kit (BioDev, Shanghai, China) and 1 *μ*g of the product was labeled by *in vitro* transcription with the Biotin-dUTP RNA Labeling Kit (Roche). The RNA product from the SP6 promoter was used as the probe for Oct4 and that from T7 was used as a control. The product was purified with Quick Spin RNA Columns (Qiagen). For each slide, 50 ng DNA probe, 5 *μ*g salmon sperm DNA and 20 *μ*g tRNA were used. Two volumes of 100% EtOH were added. After being dried, the samples were resuspended in 10 *μ*l hybridization mix and 1* μ*l RNA guard and left to dissolve at 37 °C and then denature at 80 °C for 10 min. Following overnight hybridization at 37 °C, slides were washed three times with 50% formamide/2 × standard saline citrate (SSC) at 45 °C for 5 min each, followed by three washes with 1 × SSC (prewarmed to 60 °C) at 45 °C for 5 min each. Detection was then performed using the TSA Kit (Molecular Probes, Shanghai, China; cat. no. T20931) was then performed. Cells were counterstained with DAPI, mounted in antifade (Southern Biotech, Shanghai, China; cat. no. 0100-20), viewed on an OLYMPUS IX51 (OLYMPUS, Shanghai, China) and analyzed with Image Pro Plus 5.1 (MediaCybernetics, Shanghai, China).

### cDNA microarray

Total RNA from ES cells, cancer cells, hybrid cells and differentiated hybrid cells (D7 and D14) were labeled with Cy5. Samples were hybridized to a Mouse Oligo Microarray (G4121B; Agilent, Shanghai, China) according to the manufacturer's protocol. Arrays were scanned with a G2565BA Microarray Scanner System (Agilent). Data were analyzed using GeneSpring GX software (Agilent). Microarray data have been deposited in the Gene Expression Omnibus database (GSE30965).

### *In vivo* analysis

For teratomas from ES cells, ES-cancer cell hybrids and cancer cells, ~1 × 10^6^ cells of each line were subcutaneously injected into the inguinal region of immunodeficient nude mice. The animal protocols were carried out in agreement with SIBS Guide for the Care and Use of Laboratory Animals and approved by Animal Care and Use Committee, Shanghai Institutes for Biological Sciences. The mice were monitored for tumor growth for 6 weeks. Then, teratomas or tumors were fixed with 4% PFA and embedded in paraffin. Sections were stained with hematoxylin and eosin.

### Immunohistochemistry

Teratomas were derived from ES cells, ES-lymphocytes, F9, P19, Hepa1-6, B16, EF, EP, ES-Hepa1-6 (EHe) and EB cells. Approximately 1 × 10^6^ cells of each clone were subcutaneously injected into the inguinal region of immunodeficient mice, and teratoma formation was assessed after 4–5 weeks of injection. Teratomas were fixed with 4% PFA, embedded in paraffin and stained with hematoxylin and eosin.

### *In vitro* differentiation

ES cells, EC cells and hybrids were harvested by treating the cells with 0.25% trypsin. The clumps of cells were transferred to a poly(2-hydroxyethyl methacrylate)-coated dish with DMEM/F12 supplemented with 20% KSR (Invitrogen), 2 mM l-glutamine, 1 × 10^−4^ nonessential amino acids, 1 × 10^−4^ M2-mercaptoethanol (Invitrogen) and 1% penicillin/streptomycin. The medium was changed every other day, and the EBs were harvested at days 3, 5, 7 and 9 to examine gene expression.

### Construction of shRNA plasmids, production of retroviral particles and infection of ES cells

shRNA oligos were designed by BLOCK-iT (https://rnaidesigner.invitrogen.com/rnaiexpress/). Each pair of oligos were annealed and ligated with the retroviral RNAi vector pSIREN-RetroQ (Clontech, Shanghai, China) precut with restriction enzymes. Plasmids were extracted with Maxi-prep Kit (Qiagen). After verifying the insert by sequencing, shRNA plasmids were co-transfected with helper plasmids into HEK 293 cells to produce the retrovirus. For infection, ES and EHe cells were incubated with the harvested retrovirus and centrifuged for 1.5 h at 30 °C. Then, cells were replenished with fresh medium. Puromycin was added to the medium 24 h after infection for enrichment of stably integrated cells.

### Western blot

Cell lysates were prepared as described previously.^52^ The proteins were separated on sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto polyvinylidene difluoride membranes (Immobilon P; Millipore, Bedford, MA, USA). Blots were incubated with polyclonal antibodies against Foxa1 (1:500; Abcam, Shanghai, China) and actin (1:3000; Sigma, Shanghai, China), and then incubated with the appropriate horseradish peroxidase-conjugated secondary antibody (1:1000; Santa Cruz Biotechnology, Shanghai, China). Immunoreactive signals were detected by the use of an Immobilon Western Detection reagent (Millipore). Protein concentrations were measured with a Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Shanghai, China).

## Figures and Tables

**Figure 1:**
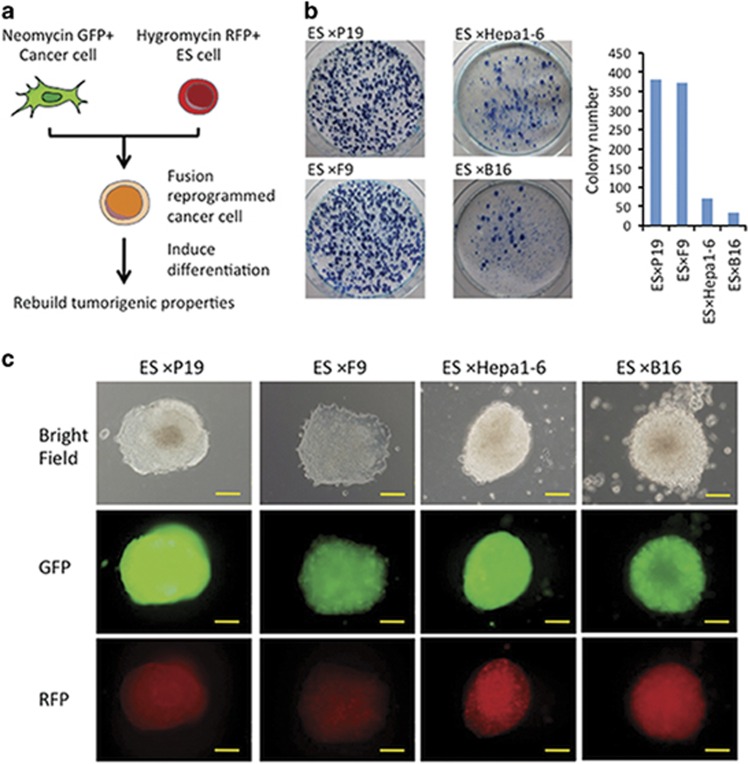
The formation of hybrid colonies from ES cell and cancer cell fusions. (**a**) The strategy was to generate hybrids by mouse ES cell and cancer cell fusions. Cancer cells with distinct differentiation potentials were fused with ES cells to generate stable hybrid cells. Existing cancer cells and ES cells were stably transfected with independent drug-resistant and fluorescent markers. Fused cells were generated in the presence of polyethylene glycol (PEG) and grown under standard conditions in the presence of antibiotics to select for double fluorescence-positive and double resistance-positive cell hybrids. After differentiation, the tumorigenic properties were rebuilt. (**b**) Plates containing hybrid colonies from PEG fusions of ES cells and cancer cells are shown on the left. The colonies of each plate were counted, and the numbers are compared on the right. (**c**) Morphological characters of the EP, EF, EHe and EB cell lines. Microscopic images of bright field (top), green fluorescence (middle) and red fluorescence (bottom) are shown. Scale bar: 100 *μ*m

**Figure 2:**
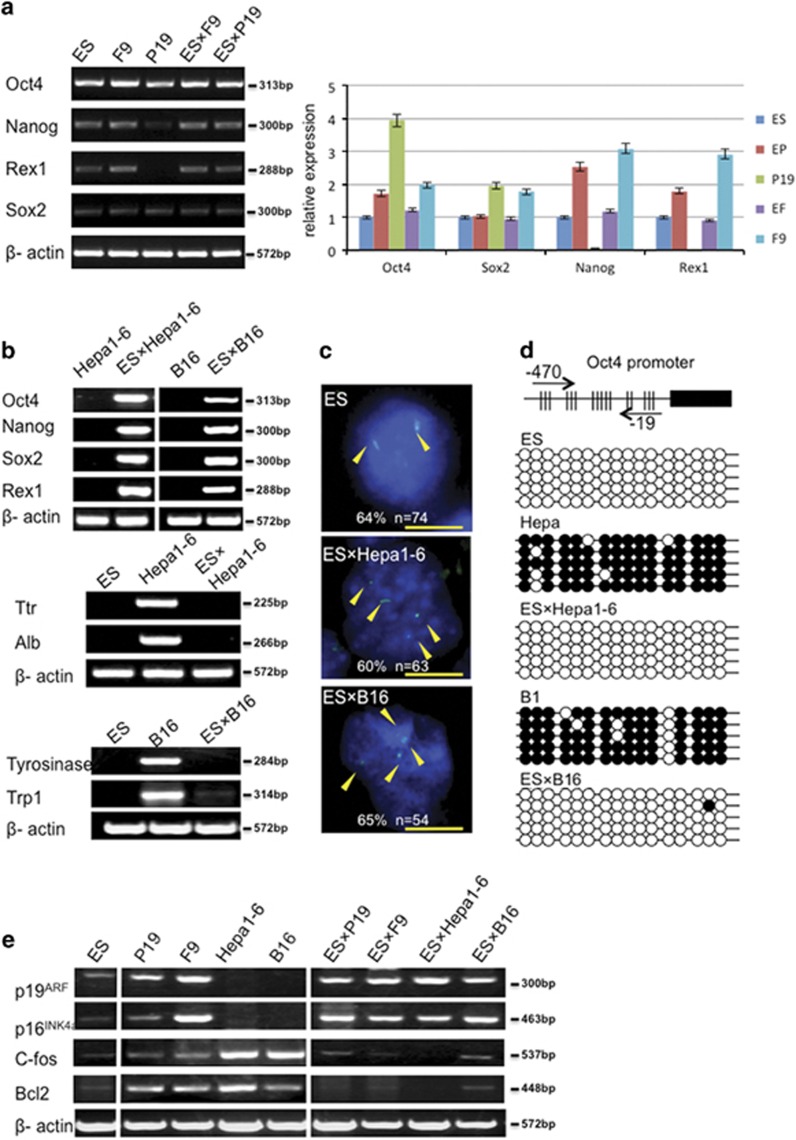
Gene expression analysis in ES cells, cancer cells and ES-cancer cell hybrids. (**a**) Pluripotent gene expression in ES-embryonic carcinoma cells were analyzed by reverse transcription-PCR (RT-PCR) and real-time PCR. Error bars, S.E. of the average values. (**b**) Pluripotent gene expression (top) and tissue-specific gene expression (bottom) in EHe and EB lines were analyzed by RT-PCR. (**c**) RNA-FISH staining for Oct4 in EHe and EB hybrid cells. Yellow arrowheads indicate Oct4 RNA nascent transcripts. The percentage of cells showing the expected allelic expression is indicated. Representative images show sites of Oct4 transcription (green) merged with 4′, 6-diamidino-2-phenylindole (DAPI) in ES, Hepa1-6, B16, EHe and EB hybrid cells. Scale bar, 50 *μ*m. (**d**) Bisulfite genomic sequencing of the promoter regions of Oct4 in ES-cancer hybrid cells, ES cells and cancer cells. Open circles indicate unmethylated CpG dinucleotides, whereas closed circles indicate methylated CpGs. (**e**) Cancer-related gene expression in ES cells, cancer cells and ESC-cancer cell hybrids were analyzed by RT-PCR

**Figure 3:**
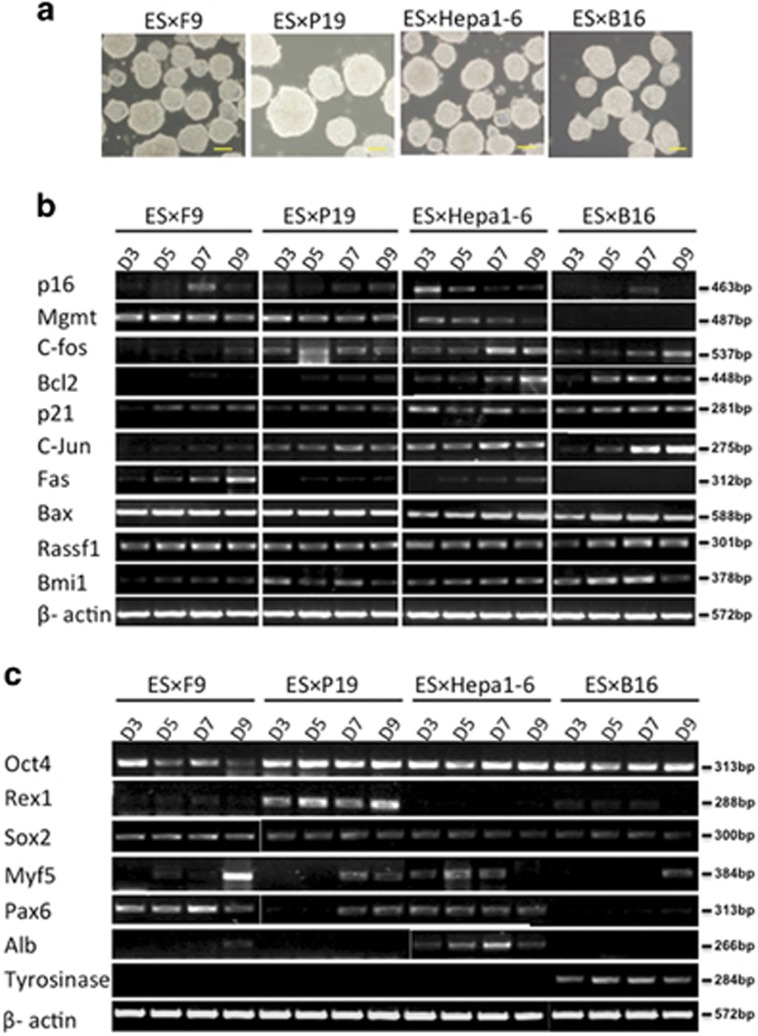
Induce ES cells and hybrids to differentiate *in vitro*. (**a**) Morphology of representative day 5 embryoid bodies derived from ES-cancer cell hybrids. Scale bar, 100 *μ*m. (**b**) Reverse transcription-PCR (RT-PCR) analysis of tumor-related gene expression in ES-cancer hybrid cells over the indicated number of days. *β*-Actin was used as a ubiquitously expressed control. (**c**) RT-PCR analysis of tissue-specific gene and pluripotent gene expression in ES-cancer hybrid cells over the indicated number of days. *β*-Actin was used as a ubiquitously expressed control

**Figure 4:**
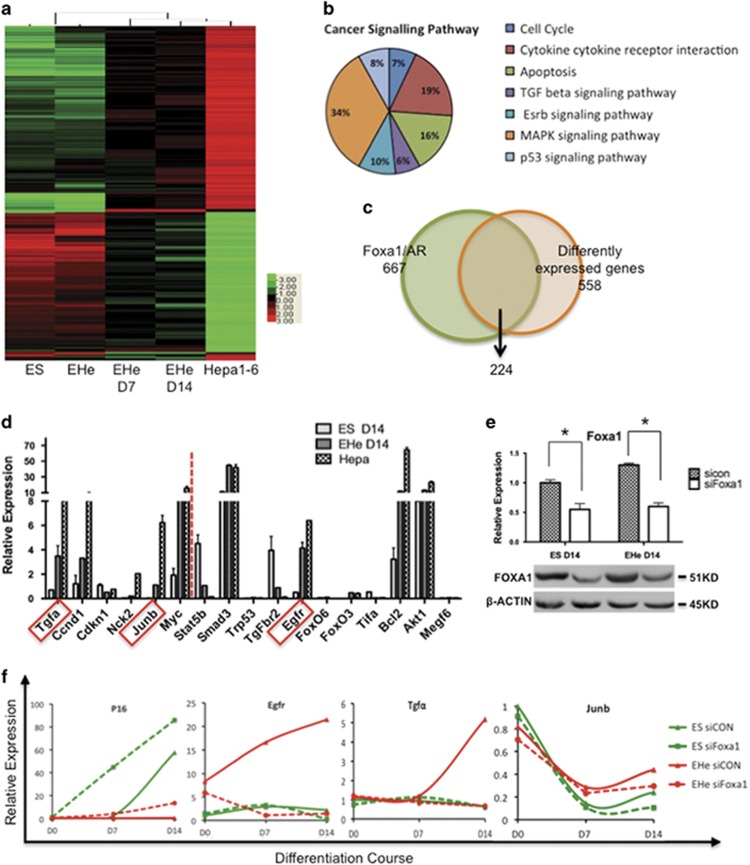
Identification and verification of differentiation-related tumorigenic genes from Foxa1/AR targets. (**a**) Analysis of gene expression by cDNA microarray assay. Expression profiles were clustered by a Pearson's correlation analysis. Expression levels are depicted in color. (**b**) Functional pathway analysis of 558 differential gene expressions (fold change >3, *P*<0.01, *t*-test) in undifferentiated and differentiated ES-hepatoma hybrids. (**c**) Intersect analysis of 667 potential cancer-promoting genes that are targeted by Foxa1/AR and 558 differentially expressed genes from the array. (**d**) Quantitative PCR (qPCR) analysis of transcripts in hepatoma cells, ES and EHe hybrids differentiated at day 14. Genes on the left side of the red dash are the ones being bound at the promoter region, whereas genes on the left side are the ones being bound at the intron enhancer region. *Tgfa*, *Junb* and *Egfr* are the genes being bound at both of the regions. Transcripts of ES cells at day 0 were normalized to 1. Error bars, S.E. of the average values. (**e**) The decreased expression level of Foxa1 by siRNA was verified by qPCR and western blot. Transcripts of control siRNA (sicon)-transfected ES cells at differentiation day 14 was normalized as 1. Error bars, S.E. of the average values. *P<0.05. (**f**) Dynamic expression level of oncogenic Foxa1-binding genes (*Tgfa*, *Egfr* and *c-Jun*) and non foxa1-binding gene *p16*^*INK4a*^ from days 0 to 14 in sicon and Foxa1 silencing group (siFoxa1). Transcript levels at day 0 were normalized to 1

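The supplementary list of expression values gives each probe after centring on its median over the 5 arrays, and the copy used here holds 1425 of its 1740 probes. On all 5 arrays, 1413 of these were within 0.05 on the log2 scale of quantile-normalized signals centred in the same way, against 70 for signals shifted by the 75th percentile. In the list's own values ES and EHe had r = 0.813. EHeD14 had r = 0.458 with Hepa1-6 and -0.508 with EHe, and EHeD7 had 0.198 and -0.285. Over these listed probes EHeD14 therefore joined Hepa1-6 in clustering, followed by EHeD7. EHeD7 or EHeD14 was the median array, with a centred value of 0, in 91.6% of the listed probes. Over all 6655 probes over 3-fold from Hepa1-6 in each other array it was so in 57.0%. Of the listed probes, 1391 lay over 3-fold from Hepa1-6 in each other array in the same direction.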

**Figure 5:**
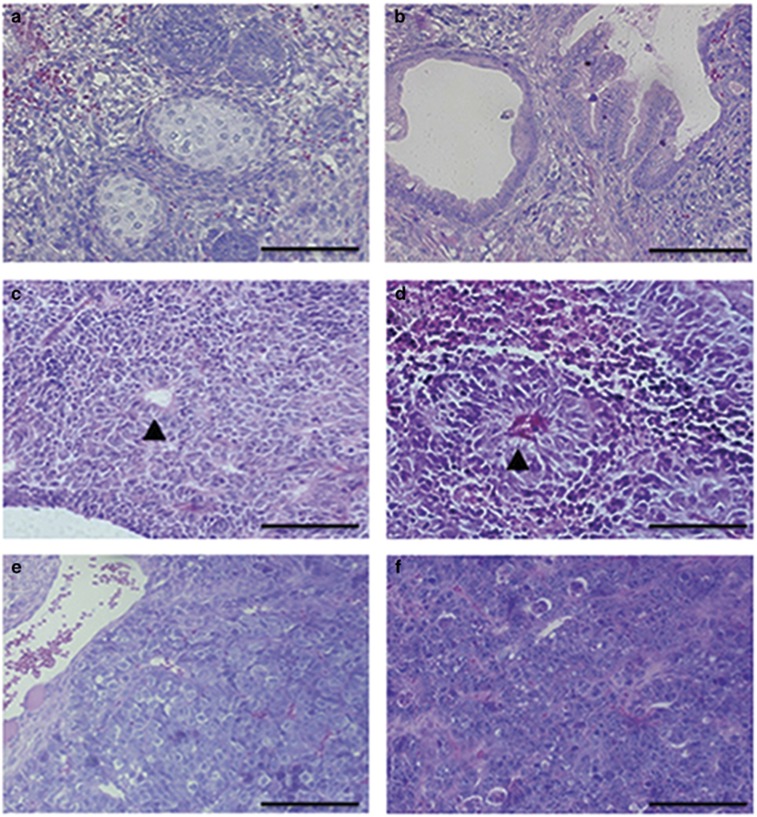

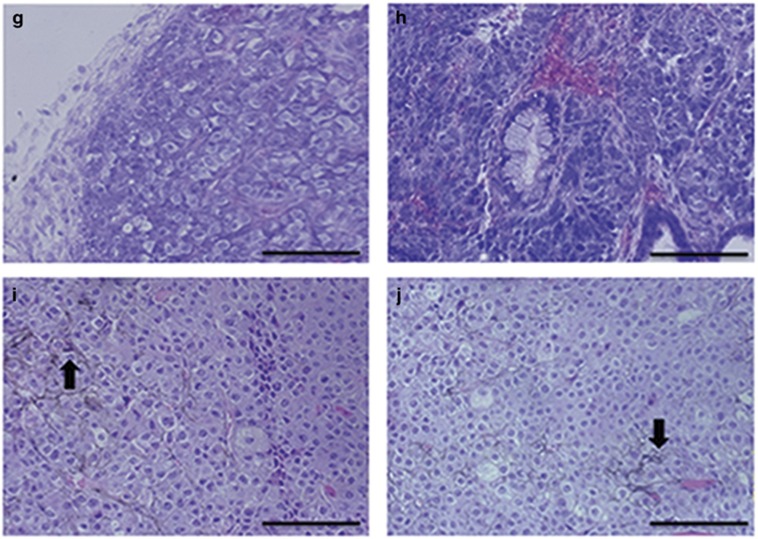
Teratoma analysis of hybrid cells and corresponding parental cell lines. ES cells, cancer cell lines and ES-cancer cell hybrids were injected subcutaneously into nude mice. Representative haematoxylin- and eosin-stained sections of tumors from (**a**) ES cells; (**b**) ES-lymphocyte cell hybrids established broad range of mature tissue types; (**c**) P19, (**d**) EP hybrids can spontaneously differentiated into immature neuroepithelium marked by rosette formation (▴); (**e**) F9 and (**f**) EF hybrids established undifferentiated tissue types in the teratoma; (**g**) Hepa1-6-derived tumor showed a hepatocarcinoma tissue type; and (**h**) in tumors derived from EHe hybrids, >80% of the areas showed undifferentiated malignant cell types with enlarged nuclei and less cytoplasm; in tumors derived from B16 (**i**) and 70% area of EB hybrids (**j**), undifferentiated cells with hyperchromic nuclei and melanin granule (**↑**) were observed. Scale bar, 1000 *μ*m

**Table 1:** Tumors derived from ESC, cancer cell lines and hybrids

**Cell type**	**Latency weeks**	**Degree of differentiation**	**Types of tissues seen**
ESC	3–4	+++	Broad range of epithelial and mesodermal tissues
Lymphocyte	–	–	–
P19	1–2	+	Immature neuroepithelium, glandular epithelium, connective, adipose and cartilage
F9	1–2	0	Homogeneous undifferentiated
Hepa1-6	4–5	0	Homogeneous undifferentiated
B16	4	0	Homogeneous undifferentiated
EL hybrids	3–4	+++	Broad range of epithelial and mesodermal tissues
EP hybrids	1–2	+	Immature neuroepithelium, glandular epithelium, connective, adipose and cartilage
EF hybrids	1–2	0	Homogeneous undifferentiated
EHe hybrids	1–2	+	Mature adipose, and cartilage glandular epithelium, neuroepithelium and mesodermal tissues Undifferentiated hepatocarcinoma
EB hybrids	1–2	+	Mature adipose, and cartilage glandular epithelium, neuroepithelium and mesodermal tissues Undifferentiated hepatocarcinoma

Abbreviations: EB, ES-B16; EF, ES-F9; EHe, ES-Hepa1-6; EP, ES-P19; ESC, embryonic stem cells.

Degree of differentiation was determined by the percentage of undifferentiated cells in tumors. 0, 100% +, >50% ++, 20-50% +++, <20%

## Abbreviations

ES: embryonic stem
HCC: hepatocellular carcinoma
RNA-FISH: RNA-fluorescence *in situ* hybridization
DAPI: 4', 6-diamidino-2-phenylindole
DE: definitive endoderm
EC: embryonal cancer
EP: ES-P19
EF: ES-F9
EHe: ES-Hepa1-6
EB: ES-B16

## References

[bib1] Egger G, Liang G, Aparicio A, Jones PA. Epigenetics in human disease and prospects for epigenetic therapy. Nature 2004; 429: 457–463.1516407110.1038/nature02625

[bib2] Jones PA, Baylin SB. The fundamental role of epigenetic events in cancer. Nat Rev 2002; 3: 415–428.10.1038/nrg81612042769

[bib3] Hahn WC, Weinberg RA. Rules for making human tumor cells. N Engl J Med 2002; 347: 1593–1603.1243204710.1056/NEJMra021902

[bib4] Dougherty GJ, Dougherty ST. Exploiting the tumor microenvironment in the development of targeted cancer gene therapy. Cancer Gene Ther 2009; 16: 279–290.1881870910.1038/cgt.2008.72

[bib5] Topczewska JM, Postovit LM, Margaryan NV, Sam A, Hess AR, Wheaton WW et al. Embryonic and tumorigenic pathways converge via Nodal signaling: role in melanoma aggressiveness. Nat Med 2006; 12: 925–932.1689203610.1038/nm1448

[bib6] Esteller M. Epigenetics in cancer. N Engl J Med 2008; 358: 1148–1159.1833760410.1056/NEJMra072067

[bib7] Hochedlinger K, Blelloch R, Brennan C, Yamada Y, Kim M, Chin L et al. Reprogramming of a melanoma genome by nuclear transplantation. Genes Dev 2004; 18: 1875–1885.1528945910.1101/gad.1213504PMC517407

[bib8] Blelloch RH, Hochedlinger K, Yamada Y, Brennan C, Kim M, Mintz B et al. Nuclear cloning of embryonal carcinoma cells. Proc Natl Acad Sci USA 2004; 101: 13985–13990.1530668710.1073/pnas.0405015101PMC521109

[bib9] Li L, Connelly MC, Wetmore C, Curran T, Morgan JI. Mouse embryos cloned from brain tumors. Cancer Res 2003; 63: 2733–2736.12782575

[bib10] Humpherys D, Eggan K, Akutsu H, Friedman A, Hochedlinger K, Yanagimachi R et al. Abnormal gene expression in cloned mice derived from embryonic stem cell and cumulus cell nuclei. Proc Natl Acad Sci USA 2002; 99: 12889–12894.1223536610.1073/pnas.192433399PMC130555

[bib11] Humpherys D, Eggan K, Akutsu H, Hochedlinger K, Rideout WM III, Biniszkiewicz D et al. Epigenetic instability in ES cells and cloned mice. Science (New York, NY) 2001; 293: 95–97.10.1126/science.106140211441181

[bib12] Carette JE, Pruszak J, Varadarajan M, Blomen VA, Gokhale S, Camargo FD et al. Generation of iPSCs from cultured human malignant cells. Blood 2010; 115: 4039–4042.2023397510.1182/blood-2009-07-231845PMC2875096

[bib13] Kumano K, Arai S, Hosoi M, Taoka K, Takayama N, Otsu M et al. Generation of induced pluripotent stem cells from primary chronic myelogenous leukemia patient samples. Blood 2012; 119: 6234–6242.2259260610.1182/blood-2011-07-367441

[bib14] Miyoshi N, Ishii H, Nagai K, Hoshino H, Mimori K, Tanaka F et al. Defined factors induce reprogramming of gastrointestinal cancer cells. Proc Natl Acad Sci USA 2010; 107: 40–45.2001868710.1073/pnas.0912407107PMC2806714

[bib15] Utikal J, Maherali N, Kulalert W, Hochedlinger K. Sox2 is dispensable for the reprogramming of melanocytes and melanoma cells into induced pluripotent stem cells. J Cell Sci 2009; 122(Part 19): 3502–3510.1972380210.1242/jcs.054783PMC2746132

[bib16] Ramos-Mejia V, Fraga MF, Menendez P. iPSCs from cancer cells: challenges and opportunities. Trends Mol Med 2012; 18: 245–247.2252152210.1016/j.molmed.2012.04.001

[bib17] Zhang X, Cruz FD, Terry M, Remotti F, Matushansky I. Terminal differentiation and loss of tumorigenicity of human cancers via pluripotency-based reprogramming. Oncogene 2013; 32: 2249–2260 e1–e21.2277735710.1038/onc.2012.237PMC3470785

[bib18] Kim J, Zaret KS. Reprogramming of human cancer cells to pluripotency for models of cancer progression. EMBO J 2015; 34: 739–747.2571221210.15252/embj.201490736PMC4369311

[bib19] Kim K, Doi A, Wen B, Ng K, Zhao R, Cahan P et al. Epigenetic memory in induced pluripotent stem cells. Nature 2010; 467: 285–290.2064453510.1038/nature09342PMC3150836

[bib20] Bar-Nur O, Russ HA, Efrat S, Benvenisty N. Epigenetic memory and preferential lineage-specific differentiation in induced pluripotent stem cells derived from human pancreatic islet beta cells. Cell Stem Cell 2011; 9: 17–23.2172683010.1016/j.stem.2011.06.007

[bib21] Tada M, Takahama Y, Abe K, Nakatsuji N, Tada T. Nuclear reprogramming of somatic cells by *in vitro* hybridization with ES cells. Curr Biol 2001; 11: 1553–1558.1159132610.1016/s0960-9822(01)00459-6

[bib22] Matveeva NM, Shilov AG, Kaftanovskaya EM, Maximovsky LP, Zhelezova AI, Golubitsa AN et al. *In vitro* and *in vivo* study of pluripotency in intraspecific hybrid cells obtained by fusion of murine embryonic stem cells with splenocytes. Mol Reprod Dev 1998; 50: 128–138.959052810.1002/(SICI)1098-2795(199806)50:2<128::AID-MRD2>3.0.CO;2-M

[bib23] Cowan CA, Atienza J, Melton DA, Eggan K. Nuclear reprogramming of somatic cells after fusion with human embryonic stem cells. Science 2005; 309: 1369–1373.1612329910.1126/science.1116447

[bib24] Kimura H, Tada M, Nakatsuji N, Tada T. Histone code modifications on pluripotential nuclei of reprogrammed somatic cells. Mol Cell Biol 2004; 24: 5710–5720.1521687610.1128/MCB.24.13.5710-5720.2004PMC480906

[bib25] Miller SC, Pavlath GK, Blakely BT, Blau HM. Muscle cell components dictate hepatocyte gene expression and the distribution of the Golgi apparatus in heterokaryons. Genes Dev 1988; 2: 330–340.337870310.1101/gad.2.3.330

[bib26] Do JT, Han DW, Scholer HR. Reprogramming somatic gene activity by fusion with pluripotent cells. Stem Cell Rev 2006; 2: 257–264.1784871210.1007/BF02698052

[bib27] Do JT, Scholer HR. Nuclei of embryonic stem cells reprogram somatic cells. Stem Cells 2004; 22: 941–949.1553618510.1634/stemcells.22-6-941

[bib28] Do JT, Scholer HR. Comparison of neurosphere cells with cumulus cells after fusion with embryonic stem cells: reprogramming potential. Reprod Fertil Dev 2005; 17: 143–149.1574563910.1071/rd04120

[bib29] Matsumura H, Tada M, Otsuji T, Yasuchika K, Nakatsuji N, Surani A et al. Targeted chromosome elimination from ES-somatic hybrid cells. Nat Methods 2007; 4: 23–25.1708618010.1038/nmeth973

[bib30] Saito Y, Hibino S, Saito H. Alterations of epigenetics and microRNA in hepatocellular carcinoma. Hepatol Res 2014; 44: 31–42.2361736410.1111/hepr.12147

[bib31] Martin M, Herceg Z. From hepatitis to hepatocellular carcinoma: a proposed model for cross-talk between inflammation and epigenetic mechanisms. Genome Med 2012; 4: 8.2229308910.1186/gm307PMC3334556

[bib32] Matsuda Y, Wakai T, Kubota M, Takamura M, Yamagiwa S, Aoyagi Y et al. Clinical significance of cell cycle inhibitors in hepatocellular carcinoma. Med Mol Morphol 2013; 46: 185–192.2364075010.1007/s00795-013-0047-7

[bib33] Knappe N, Novak D, Weina K, Bernhardt M, Reith M, Larribere L et al. Directed de-differentiation using partial reprogramming induces invasive phenotype in melanoma cells. Stem Cells 2016; 34: 832–846.2675361310.1002/stem.2284

[bib34] Yao JY, Zhang L, Zhang X, He ZY, Ma Y, Hui LJ et al. H3K27 trimethylation is an early epigenetic event of p16INK4a silencing for regaining tumorigenesis in fusion reprogrammed hepatoma cells. J Biol Chem 2010; 285: 18828–18837.2038298010.1074/jbc.M109.077974PMC2881805

[bib35] Peng S, Maihle NJ, Huang Y. Pluripotency factors Lin28 and Oct4 identify a sub-population of stem cell-like cells in ovarian cancer. Oncogene 29: 2153–2159.10.1038/onc.2009.50020101213

[bib36] Zaret KS, Carroll JS. Pioneer transcription factors: establishing competence for gene expression. Genes Dev 2011; 25: 2227–2241.2205666810.1101/gad.176826.111PMC3219227

[bib37] Xu C, Lu X, Chen EZ, He Z, Uyunbilig B, Li G et al. Genome-wide roles of Foxa2 in directing liver specification. J Mol Cell Biol 2012; 4: 420–422.2275078910.1093/jmcb/mjs037PMC3612007

[bib38] Li Z, Tuteja G, Schug J, Kaestner KH. Foxa1 and Foxa2 are essential for sexual dimorphism in liver cancer. Cell 2012; 148: 72–83.2226540310.1016/j.cell.2011.11.026PMC3266536

[bib39] Silva J, Chambers I, Pollard S, Smith A. Nanog promotes transfer of pluripotency after cell fusion. Nature 2006; 441: 997–1001.1679119910.1038/nature04914

[bib40] Postovit LM, Margaryan NV, Seftor EA, Hendrix MJ. Role of nodal signaling and the microenvironment underlying melanoma plasticity. Pigment Cell Melanoma Res 2008; 21: 348–357.1844496110.1111/j.1755-148X.2008.00463.x

[bib41] Kasemeier-Kulesa JC, Teddy JM, Postovit LM, Seftor EA, Seftor RE, Hendrix MJ et al. Reprogramming multipotent tumor cells with the embryonic neural crest microenvironment. Dev Dyn 2008; 237: 2657–2666.1862987010.1002/dvdy.21613PMC2570047

[bib42] Hendrix MJ, Seftor EA, Seftor RE, Kasemeier-Kulesa J, Kulesa PM, Postovit LM. Reprogramming metastatic tumour cells with embryonic microenvironments. Nat Rev 2007; 7: 246–255.10.1038/nrc210817384580

[bib43] Kulesa PM, Kasemeier-Kulesa JC, Teddy JM, Margaryan NV, Seftor EA, Seftor RE et al. Reprogramming metastatic melanoma cells to assume a neural crest cell-like phenotype in an embryonic microenvironment. Proc Natl Acad Sci USA 2006; 103: 3752–3757.1650538410.1073/pnas.0506977103PMC1450149

[bib44] Jaenisch R, Young R. Stem cells, the molecular circuitry of pluripotency and nuclear reprogramming. Cell 2008; 132: 567–582.1829557610.1016/j.cell.2008.01.015PMC4142810

[bib45] Lin L, Miller CT, Contreras JI, Prescott MS, Dagenais SL, Wu R et al. The hepatocyte nuclear factor 3 alpha gene, HNF3alpha (FOXA1), on chromosome band 14q13 is amplified and overexpressed in esophageal and lung adenocarcinomas. Cancer Res 2002; 62: 5273–5279.12234996

[bib46] Grasso CS, Wu YM, Robinson DR, Cao X, Dhanasekaran SM, Khan AP et al. The mutational landscape of lethal castration-resistant prostate cancer. Nature 2012; 487: 239–243.2272283910.1038/nature11125PMC3396711

[bib47] Robbins CM, Tembe WA, Baker A, Sinari S, Moses TY, Beckstrom-Sternberg S et al. Copy number and targeted mutational analysis reveals novel somatic events in metastatic prostate tumors. Genome Res 2011; 21: 47–55.2114791010.1101/gr.107961.110PMC3012925

[bib48] Cancer Genome Atlas N.. Comprehensive molecular portraits of human breast tumours. Nature 2012; 490: 61–70.2300089710.1038/nature11412PMC3465532

[bib49] Wang R, Liang J, Jiang H, Qin LJ, Yang HT. Promoter-dependent EGFP expression during embryonic stem cell propagation and differentiation. Stem Cells Dev 2008; 17: 279–289.1844764310.1089/scd.2007.0084

[bib50] Privratsky JR, Tourdot BE, Newman DK, Newman PJ. The anti-inflammatory actions of platelet endothelial cell adhesion molecule-1 do not involve regulation of endothelial cell NF-kappa B. J Immunol 2010; 184: 3157–3163.2017302910.4049/jimmunol.0901944PMC3628820

[bib51] LeComte MD, Shimada IS, Sherwin C, Spees JL. Notch1-STAT3-ETBR signaling axis controls reactive astrocyte proliferation after brain injury. Proc Natl Acad Sci USA 2015; 112: 8726–8731.2612411310.1073/pnas.1501029112PMC4507218

[bib52] Fujimori K, Ueno T, Nagata N, Kashiwagi K, Aritake K, Amano F et al. Suppression of adipocyte differentiation by aldo-keto reductase 1B3 acting as prostaglandin F2alpha synthase. J Biol Chem 2010; 285: 8880–8886.2009336310.1074/jbc.M109.077164PMC2838309

# Supplementary material for: Tumorigenic potential is restored during differentiation in fusion-reprogrammed cancer cells
**Source:** Cell Death Dis. 2016 Jul 28;7(7):e2314–. doi: 10.1038/cddis.2016.189
**Supplement:** Supplementary Data 1

**SUPPLEMENTAL DATA:**

Table 1. Tumor candidates

| mouse | embryonic | P19 | teratocarcinoma | McBurney MW , et al. Control of muscle and neuronal differentiation in a cultured embryonal carcinoma cell line. Nature 299: 165-167, 1982. PubMed: 7110336 |
| --- | --- | --- | --- | --- |
| F9 | testicular teratoma | Strickland S , Mahdavi V . The induction of differentiation in teratocarcinoma stem cells by retinoic acid. Cell 15: 393-403, 1978. PubMed: 214238 |
| adult | B16 | melanoma | Fidler IJ . Biological behavior of malignant melanoma cells correlated to their survival in vivo. Cancer Res. 35: 218-224, 1975. PubMed: 1109790 |
| Hepa1-6 | hepatoma | Darlington GJ , et al. Expression of liver phenotypes in cultured mouse hepatoma cells. J. Natl. Cancer Inst. 64: 809-819, 1980. PubMed: 6102619 |

# Supplementary material for: Tumorigenic potential is restored during differentiation in fusion-reprogrammed cancer cells
**Source:** Cell Death Dis. 2016 Jul 28;7(7):e2314–. doi: 10.1038/cddis.2016.189
**Supplement:** Supplementary Data 2

**SUPPLEMENTAL DATA:**

| **Table 2. Genome-wide gene expression profile analysis of ES-Hepa hybrids**   1. **Cell Cycle** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Gene Symbol** | | **[ES]/[Hepa]** | **[EHe]/[Hepa]** | **[EHeD7]/[Hepa** | **[EHeD14]/[Hepa]** |  |
| Ccnd1 | 0.173 | | 0.11 | 0.096 | 0.048 |  |
| Bub1b | 7.333 | | 8.084 | 7.345 | 7.134 |  |
| Plk2 | 0.133 | | 0.076 | 0.289 | 0.264 |  |
| Cdk6 | 0.14 | | 0.019 | 0.105 | 0.164 |  |
| Atmin | 4.982 | | 7.698 | 4.778 | 4.197 |  |
| Anapc10 | 4.149 | | 4.699 | 3.507 | 3.953 |  |
| Stag3 | 649.723 | | 411.467 | 218.32 | 105.44 |  |
| Espl1 | 9.875 | | 6.095 | 7.204 | 6.209 |  |

1. Cytokine cytokine receptor interaction

| **Gene Symbol** | | **[ES]/[Hepa]** | **EHe]/[Hepa]** | **[EHeD7]/[Hepa]** | **[EHeD14]/[Hepa]** |
| --- | --- | --- | --- | --- | --- |
| Tgfb1 | 0.077 | | 0.043 | 0.223 | 0.257 |
| Il10rb | 0.075 | | 0.039 | 0.209 | 0.197 |
| Egfr | 0.021 | | 0.061 | 0.173 | 0.112 |
| Il17rc | 0.21 | | 0.267 | 0.272 | 0.325 |
| Met | 0.009 | | 0.009 | 0.031 | 0.035 |
| Ccl7 | 0.079 | | 0.155 | 0.064 | 0.172 |
| Pdgfc | 0.087 | | 0.235 | 0.168 | 0.17 |
| Flt3l | 0.112 | | 0.167 | 0.146 | 0.23 |
| Tgfbr2 | 0.086 | | 0.126 | 0.155 | 0.117 |
| Pdgfb | 0.068 | | 0.046 | 0.24 | 0.234 |
| Ifngr1 | 0.036 | | 0.061 | 0.086 | 0.101 |

**C.** Apoptosis

| **Gene Symbol** | | **[ES]/[Hepa]** | | **EHe]/[Hepa]** | | **[EHeD7]/[Hepa]** | | **[EHeD14]/[Hepa]** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Il10rb | 0.075 | | 0.039 | | 0.209 | | 0.197 | |  |
| Tifa | 0.014 | | 0.011 | | 0.029 | | 0.03 | |  |
| Il13ra1 | 0.068 | | 0.085 | | 0.249 | | 0.247 | |  |
| Il17rc | 0.21 | | 0.267 | | 0.272 | | 0.325 | |  |
| Tnik | 30.129 | | 36.159 | | 7.144 | | 12.274 | |  |
| Ngfr | 37.031 | | 20.279 | | 7.423 | | 3.869 | |  |
| Capn2 | 0.053 | | 0.169 | | 0.291 | | 0.307 | |  |
| Bik | 61.077 | | 77.028 | | 43.976 | | 40.128 | |  |
| Ntrk1 | 25.673 | | 31.017 | | 8.002 | | 5.119 | |  |
| Nfkb1 | 0.119 | | 0.134 | | 0.259 | | 0.257 | |  |
| Akap2 | 0.174 | | 0.071 | | 0.218 | | 0.266 | |  |
| Nfkb2 | 0.058 | | 0.029 | | 0.094 | | 0.09 | |  |

1. TGF beta signaling pathway

| **Gene Symbol** | **[ES]/[Hepa]** | **EHe]/[Hepa]** | **[EHeD7]/[Hepa]** | **[EHeD14]/[Hepa]** |
| --- | --- | --- | --- | --- |
| Tgfb1 | 0.077 | 0.043 | 0.223 | 0.257 |
| Myc | 0.063 | 0.012 | 0.035 | 0.057 |
| Thbs1 | 0.002 | 0.002 | 0.06 | 0.051 |
| Amhr2 | 27.145 | 31.883 | 24.875 | 18.364 |
| Smad3 | 0.15 | 0.113 | 0.191 | 0.206 |
| Bmpr2 | 0.026 | 0.016 | 0.021 | 0.024 |
| Tgfbr2 | 0.086 | 0.126 | 0.155 | 0.117 |

1. Esrb signaling pathway

| **Gene Symbol** | **[ES]/[Hepa]** | **EHe]/[Hepa]** | **[EHeD7]/[Hepa]** | **[EHeD14]/[Hepa]** |
| --- | --- | --- | --- | --- |
| Tgfa | 0.032 | 0.028 | 0.079 | 0.095 |
| Camk2d | 0.018 | 0.02 | 0.099 | 0.159 |
| Nrg1 | 0.062 | 0.037 | 0.106 | 0.16 |
| Stat5b | 0.046 | 0.096 | 0.161 | 0.228 |
| Camk2d | 0.14 | 0.168 | 0.232 | 0.313 |
| Megf6 | 33.862 | 30.617 | 22.519 | 15.46 |
| Nrg1 | 0.06 | 0.041 | 0.112 | 0.179 |

1. **MAPK signaling pathway**

| **Gene Symbol** | **[ES]/[Hepa]** | **EHe]/[Hepa]** | **[EHeD7]/[Hepa]** | **[EHeD14]/[Hepa]** |
| --- | --- | --- | --- | --- |
| Rac1 | 0.251 | 0.285 | 0.306 | 0.283 |
| Tgfb1 | 0.077 | 0.043 | 0.223 | 0.257 |
| Nfatc2 | 4.232 | 4.508 | 3.053 | 3.454 |
| Pla2g16 | 203.055 | 270.618 | 123.867 | 160.955 |
| Fos | 0.086 | 0.022 | 0.164 | 0.213 |
| Fgf3 | 10.585 | 5.568 | 9.506 | 7.017 |
| Ngfr | 37.031 | 20.279 | 7.423 | 3.869 |
| Megf6 | 33.862 | 30.617 | 22.519 | 15.46 |
| Tgfbr2 | 0.086 | 0.126 | 0.155 | 0.117 |
| Dusp6 | 0.115 | 0.157 | 0.185 | 0.218 |
| Rps6ka4 | 0.115 | 0.248 | 0.215 | 0.222 |
| Tmeff1 | 714.609 | 837.321 | 787.691 | 697.041 |
| Myc | 0.093 | 0.053 | 0.068 | 0.078 |
| Junb | 0.232 | 0.151 | 0.21 | 0.199 |

1. p53_signaling_pathway

| **Gene Symbol** | **[ES]/[Hepa]** | **EHe]/[Hepa]** | **[EHeD7]/[Hepa]** | **[EHeD14]/[Hepa]** |
| --- | --- | --- | --- | --- |
| Thbs1 | 0.028 | 0.03 | 0.059 | 0.04 |
| Serpine1 | 0.196 | 0.209 | 0.196 | 0.201 |
| Thbs1 | 0.002 | 0.002 | 0.06 | 0.051 |
| Rbak | 9.044 | 7.094 | 3.992 | 4.233 |
| Thbs1 | 0.014 | 0.014 | 0.077 | 0.06 |
| Bai1 | 3.971 | 8.063 | 5.164 | 3.834 |
| Rprm | 37.347 | 109.425 | 53.167 | 47.687 |
| Chek2 | 5.345 | 3.919 | 4.194 | 4.525 |
| Trp53i11 | 43.286 | 64.527 | 38.521 | 26.638 |

# Supplementary material for: Tumorigenic potential is restored during differentiation in fusion-reprogrammed cancer cells
**Source:** Cell Death Dis. 2016 Jul 28;7(7):e2314–. doi: 10.1038/cddis.2016.189
**Supplement:** Supplementary Materials

**SUPPLEMENTAL MATERIALS AND METHODS**

Primers for RT-PCR and Q-PCR

# Supplementary material for: Tumorigenic potential is restored during differentiation in fusion-reprogrammed cancer cells
**Source:** Cell Death Dis. 2016 Jul 28;7(7):e2314–. doi: 10.1038/cddis.2016.189
**Supplement:** Supplementary Figure Legends

**Figure S1.** Karyotype analysis of ES cells, cancer cells and ES-cancer cell hybrids. (A) Representative metaphase spread of hybrid cells and the fusion parental cells. (B) DNA ploidy. Parental ES cells, cancer cells and hybrid cells were stained with propidium iodide and subjected to FACS analysis. EP: ES-P19, EF: ES-F9, EHe: ES-Hepa1-6, EB: ES-B16

**Figure S2.** Real-time PCR confirmed downregulated mRNA expression of several genes corresponding to the array data. Error bars, S.E. of the average values.

**Figure S3.** Real-time PCR confirmed upregulated mRNA expression of several genes corresponding to the array data. Error bars, S.E. of the average values.

How the deposited data were processed for this re-analysis (not part of the article)

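Gene expression was measured on 5 Agilent mouse oligo arrays, 1 for each of ES, EHe, EHeD7, EHeD14 and Hepa1-6. The conditions were taken from the sample labels and the paper's methods. The labels give Cy3 as the dye and, for differentiation, a monolayer culture in medium with fetal calf serum. The paper's methods give Cy5 and, without naming the array samples, embryoid bodies in medium with serum replacement. The authors deposited 1 table per array from the scanner software, Feature Extraction, each with 45018 spots. The values used are the processed signal of each spot, an intensity value that had been corrected for background and detrended in the scanner software before the authors deposited it, and the median signal and local background, also as intensities. The software's 0 or 1 calls for outlier, saturated and well-above-background spots were used as well. The deposited series table held the same processed signal, with a largest relative difference of 0. No value had been normalized between arrays.

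Control spots and outlier spots (between 73 in EHe and 174 in Hepa1-6 per array) were left out. No spot was saturated. Signals were put on the log2 scale, shifted by each array's 75th percentile and averaged over the spots of a probe. Probes well above background on at least 1 array were kept. Of the 41174 probes, 26888 were named through RefSeq records, 176 through the supplementary list and 4 through the ratios of Table S2, and 14106 were left without a name, so statements about genes cover the named probes only. Mouse gene order along chromosomes was taken from the RefSeq annotation and used for order only.

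Arrays were compared by Pearson's r and average-linkage clustering. Probes were counted past a 3-fold change (2-fold as an alternative) and, for the genes that separate the parents, past 10-fold. The slope of the change on differentiation on the difference between the parents was fitted by least squares. Table S2 entries were matched to probes by symbol and ratios, through ratios alone for 4 probes (to within 0.02 on the log2 scale) and by symbol for Ngfr. Because there was 1 array per condition, no SD between replicates exists, and the t-tests among the alternatives group different conditions. Spot noise was simulated 100 times from the repeated spots. The procedure was tested on simulated data, in which all of 200 raised and 200 lowered probes were found at 8-fold, 32 and 37 of the other probes were called higher and lower, and a slope of 0.25 came back as 0.237.

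The genes named were those the paper names in its results, figures and Table S2, the 5 largest rises and the 5 largest falls past 3-fold at both days among named probes well above background in both differentiated hybrids (rises) or in EHe (falls), ranked on the signals as measured, and gene lists for pluripotency, hepatocyte, trophoblast, mesoderm, endoderm, neural ectoderm, fibroblast and mesenchyme, imprinted, sex chromosome, melanocyte, the paper's tumor panel and its Fig. 4d. Lists for naive and primed epiblast and for serum response were added after the data had been seen. List medians were set against 10000 random gene lists matched on mean level in 20 bins. Chromosomes were compared with 1000 random gene sets.

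The alternatives were normexp background correction with an offset of 50, quantile normalization, median centring of each array, the series table, dim values raised to the detection limit, no filter or a filter on all 5 arrays, the mean of a gene's probes, Spearman's rho, centring of each probe, selection of probes over 3-fold from Hepa1-6, a t-test with the p and fold thresholds of the paper's results, on groups chosen here, with ES and EHe as the undifferentiated group, single days and their mean, and other references. Normexp used the median spot signal. The mean signal was not used here. These and the comparisons were chosen before the data were examined. Quantile normalization combined with selection and centring, and combined with the t-test, was added afterwards, as was the t-test with EHe alone as the undifferentiated group. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. The full lists behind the pathway and Foxa1 comparisons and the experiments other than the arrays were not analysed here.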

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

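The tests of array brightness for the Y-linked genes and Xist, of the slide for Xist, of the chromosome complement of the differentiated cells and of residual undifferentiated cells were chosen after the results were seen.

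Y-linked genes, which the paper does not discuss, differed between arrays. Eif2s3y stood 3.14 higher in EHe than in ES on the log2 scale and Ddx3y 2.81 higher. Both were not well above background in EHeD7, EHeD14 and Hepa1-6. At day 14 Eif2s3y was at least 28.6-fold lower and Ddx3y at least 8.47-fold lower than in EHe. Eif2s3y fell in each of the 5 alternatives for scaling, background and dim values. Its smallest fall, with normexp, was -3.03 on the log2 scale, 8.19-fold, under the 10-fold set for this test. Brightness as part of the fall therefore cannot be told apart from a change in the cells. Under a different chromosome complement in the differentiated cells, genes of other chromosomes may shift together. Of the 20 chromosomes tested, 1 shifted beyond random gene sets at both days, chromosome 17, by 0.12 and 0.19, but 1 of its 2 parts by gene order stayed inside the range of random sets at day 7 (0.10), so this explanation stays open. Loss of the Y chromosome, another hybrid clone and silencing were not tested.

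Xist, outside the genes the paper discusses, was well above background in Hepa1-6 and on no other array. Its brightest probe was at least 7.48 higher in Hepa1-6 than in ES on the log2 scale, and 3 further probes were also higher. Array brightness argues poorly for this, since the rise was still 5.92 under normexp, the smallest of the settings run. The other slide argues poorly too: the spike-in probes differed by at most 1.26 on the log2 scale between Hepa1-6 and any other array. The design gives a biological explanation, the sex or X-chromosome state of the parental lines, which was not tested.

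Fgf5, also outside the genes the paper discusses, stood 7.55 higher in EHeD14 than in ES on the log2 scale. It goes with a wider pattern in which Pou5f1 and Tdgf1 stayed near their level (109% and 88.2% of EHe at day 14) and Lin28a rose to 238%, while Zfp42, Esrrb and Klf4 fell to 5.00%, 0.861% and 2.39%. Sox2 and Dppa5a lay between these groups, at 22.3% and 34.2%. Residual undifferentiated cells would keep naive genes at the share of Pou5f1, but the naive list kept a median of 5.92%, or 11.8% with dim values at the detection limit. The single genes given in percent were well above background in EHe and EHeD14. A shift from a naive to a primed epiblast-like state may explain the pattern. Genes of the primed list rose by a median of 2.65 at day 14 and the naive list changed by -4.08, a difference of 6.73, and both lay beyond 95% of matched random lists at both days. With dim values at the detection limit the medians were 2.65 and -3.08. This is a hypothesis, as the pattern was found on the same arrays, Fgf5 itself is in the primed list, and the change of medium cannot be separated from the change of state.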

How the results depend on the processing

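The t-tests after quantile normalization and with EHe alone as the undifferentiated group and the combination of quantile normalization, probe selection and centring were chosen after the results were seen.

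Of 153 values of the main comparisons under an alternative, 91 stayed within their tolerance, 59 moved beyond it and 3 changed sign. Some of the 91 were fixed in advance. The series table holds the same signal, and median centring of each array cannot change an r or a slope. The tolerance was 1.5 times for counts and slopes, 0.05 for differences in r, 0.12 (the spot SD) for medians on the log2 scale and the Wilson interval for a percent. No paired analysis was possible because each condition had 1 array. The Table S2 counts ranged from 53 to 59 at day 7 and from 56 to 61 at day 14 over the 5 alternatives run on them. The deposited series table changed no value. Except where a construction is named, the cause was not tested.

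Under normexp, 754 probes were higher and 455 lower at both days, 1613 were higher and 1605 lower in Hepa1-6 than in each other array, and 632 were apart between EHe and ES. The slope at day 7 was 0.111, the percent of higher probes also higher in Hepa1-6 was 29.3, and the median EHe minus ES difference of the Hepa1-6 probes changed sign to -0.18. Quantile normalization gave 36.1% and 0.087 for the last 2. Median centring of the arrays gave 4560 and 2414 probes higher and lower in Hepa1-6, 38.9% and a median of -0.25 for the ES probes. It moved the median Hepa1-6 minus ES difference of all probes to 0.38. Dim values raised to the detection limit gave 1236 higher probes, 2610 lower in Hepa1-6, 1600 apart between EHe and ES and a median of 0.58 for the Hepa1-6 probes. The 0.58 only reflects the detection limits, -5.42 in ES and -4.84 in EHe, and is not a measured rise. By construction this setting otherwise shrinks folds of dim probes. It also changed the sign of the day 14 change of 1 probe each of Acta2 (-0.25), Cdx2 (-0.016), Gata6 (-0.073), Pakap (-0.21) and Thbs1 (-0.47), all not well above background in EHe.

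Without a filter, the differences in r were 0.112 for EHe, 0.101 for EHeD7 and 0.0938 for EHeD14. With probes well above background on all 5 arrays, a smaller set, the difference for EHeD7 was 0.113, counts were 577 higher, 329 lower, 1285 and 1212 higher and lower in Hepa1-6 and 713 apart between EHe and ES, the slopes were 0.134 and 0.148, the percent was 52.7 and the Hepa1-6 median was 0.21. Taking the mean of each gene's probes, which counts genes, gave 1194, 602, 1439, 2355 and 1319 for these 5 counts.

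Centring each probe gave differences in r of 0.584 for EHe, 0.107 for EHeD7 and -0.061 for EHeD14, a change of sign. Selection of probes over 3-fold from Hepa1-6 pulls r with Hepa1-6 down by construction. It gave 0.784, 0.731 and 0.692, and selection with centring gave 0.800, 0.275 and -0.010, again a change of sign at day 14. After quantile normalization the last 2 were 0.256 and 0.00654. The t-test on groups chosen here gave 422 higher and 188 lower probes, after quantile normalization 475 and 214, and with EHe alone as the undifferentiated group 188 and 55. The last has 1 array on that side and takes its spread from the 2 days alone, so its counts decide nothing. A 2-fold threshold, looser by construction, gave 3518, 2087, 3989, 6291 and 6472 for the 5 counts. With Hepa1-6 minus EHe as the difference, which shares the EHe array, the slopes were 0.115 and 0.148. With Hepa1-6 over EHe the percent was 38.0, and at day 14 alone 30.4.

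Of 314 probes of named genes, quantile normalization moved the day 14 change of 114 beyond the spot SD, normexp 220, median centring 314 and raised dim values 88. Median centring shifts the change of every probe by the same amount, which is larger than the spot SD. Its count was therefore fixed by construction. Signal over background limits dim probes most. The median SD between repeated spots in ES was 0.57 for probes not well above background and 0.10 for those above it.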

Differences from the paper's values

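The t-test after quantile normalization was chosen after the results were seen.

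The paper gives 643 genes as upregulated in differentiated hybrids, and 1883 probes were found here over 3-fold higher at both days. Of the alternatives set before the data were examined, normexp (754) and the filter on all 5 arrays (577) brought the count within 1.5 times of the paper's. Quantile normalization (1867), median centring (1591), the series table (1883), raised dim values (1236), no filter (1883), the mean of a gene's probes (1194), day 7 alone (2408), day 14 alone (2461), the mean of the 2 days (2282), the t-test on groups chosen here (422) and a 2-fold threshold (3518) did not. The t-test after quantile normalization, chosen after seeing the values, gave 475, also within 1.5 times. How many of the paper's own genes it drops is not known, as their list was not analysed here. The paper's count of downregulated genes, 801, is within 1.5 times of the 1043 found here. The 3 settings that brought the first count within 1.5 times moved this one outside it, to 455 with normexp, 329 with the filter on all 5 arrays and 214 with the t-test after quantile normalization. Raised dim values brought both counts nearer, to 1236 and 880, with the first still outside 1.5 times.

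Of the 223 Table S2 ratios to Hepa1-6 that were compared, 8 differed. For Tgfbr2 in EHeD14 the paper's ratio is 0.117 and the ratio here was 0.178. For Smad3 the paper's ratios are 0.15 in ES, 0.191 in EHeD7 and 0.206 in EHeD14, and the ratios here were 0.247, 0.297 and 0.319. For these 4, quantile normalization and median centring gave no difference, and normexp and the series table did. For Ngfr the paper's ratios are 37.031 in ES, 20.279 in EHe, 7.423 in EHeD7 and 3.869 in EHeD14, and those here were at least 101, 54.3, 20.7 and 10.8, as Hepa1-6 was not well above background. Over all ratios compared, 110 of 218 differed with median centring, 46 of 223 with normexp and 4 of 214 with quantile normalization, so median centring and normexp do not bring the table nearer to the paper's. For Ngfr, with normexp none of the 4 differed, and with quantile normalization, median centring and the series table all did. The Ngfr probe was matched by symbol alone.

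The paper places the differentiated hybrids with Hepa1-6 in its clustering (Fig. 4a). Over all probes kept, EHeD7 and EHeD14 had a higher r with EHe than with Hepa1-6, by 0.164 and 0.149. In the listed values of the supplement EHeD14 joined Hepa1-6 at r = 0.458.

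For Cdkn2a, which encodes p16 and p19, the paper reports no detectable expression in Hepa1-6. Its probe was highest in Hepa1-6, 19.4-fold above ES, and it does not separate the transcripts. The paper's statements on Bmi1 and tissue-specific expression come from embryoid bodies, while the arrays are by the labels from monolayers in serum, so the samples are unlike. For Bmi1 the paper reports a rise on differentiation. The 2 probes fell 4.97- and 5.26-fold at day 7, and at day 14 one was 1.53-fold higher than EHe and the other 4.86-fold lower. The paper reports that tissue-specific expression returns on differentiation of the hybrids (Fig. 3c). Alb was not well above background in EHe, EHeD7 or EHeD14 and was at least 2870-fold higher in Hepa1-6 than in ES. Ttr was not well above background on any array, and Foxa1 only in Hepa1-6. The PCR experiments behind these statements were not analysed here.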

Other observations

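The tests of probe selection and centring, of the liver programme, of compression by the shared slide and of array brightness for the chromosome pattern were chosen after the results were seen, the 5 chromosomes were picked from the shifts over whole chromosomes, and the serum test was judged uninformative after its value was known.

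Over all detected probes EHeD7 and EHeD14 had a higher r with EHe than with Hepa1-6. The other slide argues poorly for this as the whole cause: over 10 spike-in probes the SD of the log2 difference between Hepa1-6 and the other arrays had a median of 0.258, against 0.382 within the first slide and 2.41 for gene probes across slides. Nor does normalization, as the smallest difference in r under quantile normalization or normexp was 0.112. In the listed values of the supplement both days had a higher r with Hepa1-6. Selection and centring alone were run on all 6121 probes over 3-fold from Hepa1-6 after quantile normalization. EHeD7 still had the higher r with EHe, by 0.256, while for EHeD14 the difference was 0.00654. The further selection behind the list was not tested.

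Genes over 2-fold higher in Hepa1-6 than in ES moved in the median toward Hepa1-6 on differentiation, while genes lower in Hepa1-6 moved little. The 5650 probes less than 2-fold higher in Hepa1-6 did not move toward it, with medians of -0.06 at day 7 and -0.05 at day 14. The median change at day 7 was 0.74 in the highest bin of the difference between the parents and lay between -0.24 and -0.05 in the 7 bins of genes lower in Hepa1-6, with -0.15 in the bin from -1 to 0. The slope was not fitted separately for genes higher and lower in Hepa1-6, so the part of each in it is not known. Compression by the shared slide of the other 4 arrays argues poorly as the whole cause of the move toward Hepa1-6. The change was taken between arrays of that slide, and the smallest slope at either day under quantile normalization or normexp was 0.0832, not lower than without them. Re-expression of the liver programme stays open. Of 8 hepatocyte genes over 10-fold above ES in Hepa1-6, 2 were over 3-fold higher in EHeD14 than in EHe and 5 were not well above background in EHeD14, where a rise under the detection limit would not be seen. By the labels serum in the medium was shared by Hepa1-6 and the differentiated hybrids. The paper gives serum replacement for differentiation, without naming the array samples. An effect of serum cannot be told apart from differentiation. Without the 32 probes of the serum list the slope at day 14 was 0.0907, but so few probes hardly bear on a slope over 30030. That list itself rose by a median of 2.08 at day 14 (1.60 with dim values at the detection limit), above 100% of random lists.

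Genes of some chromosomes stood apart between EHe and ES. Relative to all genes, the median was 0.68 higher for X, 0.46 for chromosome 12 and 0.44 for chromosome 8, and the shifts were -0.36 for chromosome 1 and -0.32 for chromosome 11. Of 20 chromosomes, 11 lay beyond random gene sets. The shifts against ES were also seen in EHeD14, with 0.75 for X and -0.25 for chromosome 1, though the ES array is shared. Array brightness or normalization argues poorly for the pattern, since the smallest of the 5 shifts under quantile normalization or normexp was 0.205 in size and all 5 stayed beyond random sets matched on level. The paper reports a near-tetraploid complement for almost every hybrid line, so the total differs from ES, but its text gives no counts of single chromosomes. The shifts here are relative to all genes. A balance between chromosomes that differs between EHe and ES may explain the pattern. Each chromosome was split into 2 parts by gene order, and 10 of the 10 parts shifted the same way beyond 99.5% of matched random sets. The 5 chromosomes were chosen for their shift, so the parts show only that it is spread along each. Which of the lines differs was not tested, and each line was measured on 1 array. This is a hypothesis.

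Gene lists gave the following median log2 changes from EHe to EHeD14, with the value for dim genes at the detection limit in second place. Pluripotency genes changed by -1.91 and -1.91, trophoblast genes by 3.97 and 3.97, mesoderm genes by 0.79 and 0.79, endoderm genes by 0.17 and 0.17, and neural ectoderm genes by -1.25 and -1.25. Fibroblast and mesenchyme genes changed by 2.34 and 1.11, imprinted genes by 1.54 and 1.54 and sex chromosome genes by -3.93 and -1.90. Hepatocyte genes changed by 0.28, above 66.7% of matched random lists, and by -0.72 with dim genes at the detection limit. The -0.72 only reflects the detection limits, -4.84 in EHe and -5.55 in EHeD14. It is not a measured fall, and the direction of this list is not decided. The paper's tumor panel changed by 2.04 and 1.81 and the genes of its Fig. 4d by 0.39 and 0.20. No gene of the melanocyte list was well above background on any array. The scaling shifts the median of all probes between these arrays by -0.07 in the values used and by -0.22 with median centring.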
